# Multi-omics segregate different transcriptomic impacts of anti-IL-17A blockade on type 17 T-cells and regulatory immune cells in psoriasis skin

**DOI:** 10.3389/fimmu.2023.1250504

**Published:** 2023-09-12

**Authors:** Jaehwan Kim, Jongmi Lee, Xuan Li, Norma Kunjravia, Darshna Rambhia, Inna Cueto, Katherine Kim, Vasuma Chaparala, Younhee Ko, Sandra Garcet, Wei Zhou, Junyue Cao, James G. Krueger

**Keywords:** psoriasis, multi-omics, single-cell RNA sequencing, IL-17, biologics impacts of IL-17A blockade on skin immune cell subsets

## Abstract

Durable psoriasis improvement has been reported in a subset of psoriasis patients after treatment withdrawal of biologics blocking IL-23/Type 17 T-cell (T17) autoimmune axis. However, it is not well understood if systemic blockade of the IL-23/T17 axis promotes immune tolerance in psoriasis skin. The purpose of the study was to find translational evidence that systemic IL-17A blockade promotes regulatory transcriptome modification in human psoriasis skin immune cell subsets. We analyzed human psoriasis lesional skin 6 mm punch biopsy tissues before and after systemic IL-17A blockade using the muti-genomics approach integrating immune cell-enriched scRNA-seq (n = 18), microarray (n = 61), and immunohistochemistry (n = 61) with repository normal control skin immune cell-enriched scRNA-seq (n = 10) and microarray (n = 8) data. For the T17 axis transcriptome, systemic IL-17A blockade depleted 100% of *IL17A* ^+^ T-cells and 95% of *IL17F* ^+^ T-cells in psoriasis skin. The expression of *IL23A* in DC subsets was also downregulated by IL-17A blockade. The expression of IL-17-driven inflammatory mediators (*IL36G*, *S100A8*, *DEFB4A*, and *DEFB4B*) in suprabasal keratinocytes was correlated with psoriasis severity and was downregulated by IL-17A blockade. For the regulatory DC transcriptome, the proportion of regulatory semimature DCs expressing regulatory DC markers of *BDCA-3* (*THBD*) and *DCIR* (*CLEC4A*) was increased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin. In addition, IL-17A blockade induced higher expression of *CD1C* and *CD14*, which are markers of CD1c^+^ CD14^+^ dendritic cell (DC) subset that suppresses antigen-specific T-cell responses, in posttreatment regulatory semimature DCs compared to pretreatment regulatory semimature DCs. In conclusion, systemic IL-17A inhibition not only blocks the entire IL-23/T17 cell axis but also promotes regulatory gene expression in regulatory DCs in human psoriasis skin.

## Introduction

Psoriasis is one of the most common organ-specific autoimmune diseases in the human population affecting 3.2% of the adult population (1–3). Psoriasis originates from the skin, but it progressively induces systemic inflammation that may accompany psoriatic arthritis, metabolic syndrome, diabetes, overt vascular inflammation, and cardiovascular disease (4–7). Increasing evidence indicates that the systemic impact of psoriasis shortens the lifespan of affected individuals by at least 3–5 years (8).

Psoriasis persists as a lifelong disease that rarely improves without treatment, but systemic administration of recent monoclonal antibodies targeting the IL-23/Type 17 T-cell (T17) autoimmune axis is highly effective for psoriasis treatment (3). In the current model of psoriasis immunopathogenesis, IL-23 from dendritic cells (DCs) triggers T-cells (T17 cells) to produce IL-17, and IL-17 induces inflammatory mediators in keratinocytes (KCs) such as IL-36γ. The inflammatory mediators from KCs amplify DC and T-cell recruitment and activation completing the feed-forward inflammatory loop.

Genomic medicine mapping of psoriasis-associated immune pathways in the human skin enabled the therapeutic success of IL-23/IL-17 antagonists. The high efficacy of most IL-23/IL-17 antagonists was identified through early phase IIb studies that incorporated total skin gene expression profiles on relatively small numbers of patients, often with <10 in a treatment cohort (9–11). Large phase II and III studies were needed mainly to develop safety profiles on a sufficient number of patients for new drug registration.

However, total skin gene expression profiling is confronting limitations to dissect the IL-23/T17 autoimmune axis for explaining recent clinical trial findings (1): systemic administration of an anti-IL-17A monoclonal antibody increased the expression of genes involved in skin homeostasis promotion and KC stem cell activation in psoriasis skin (10). (2) systemic administration of an anti-IL-17A or anti-IL-23p19 monoclonal antibody produced durable psoriasis improvement maintenance even after treatment withdrawal in a subset of psoriasis patients (9, 12–15). To understand immune tolerance promotion induced by IL-23/T17 autoimmune axis blockade, we need to segregate and compare the transcriptome of regulatory immune cell subsets in human psoriasis skin before and after blocking the IL-23/T17 autoimmune axis.

We recently used RT-PCR analyses of total skin from a randomized placebo-controlled clinical trial (ClinicalTrial.gov identifier: NCT03131570) to study psoriasis skin transcriptome modifications induced by systemic IL-17A blockade (10). Here, we used archived samples from this trial for further analysis, applying a multi-omics approach. We performed single cell RNA-sequencing (scRNA-seq) analyses of T-cell, DC, and KC subsets isolated from psoriasis skin. We also used whole psoriasis skin for microarray, RT-PCR, and IHC analyses (**Figure 1**). Our multi-omics approach provides novel translational evidence in human psoriasis skin that systemic anti-IL-17A monoclonal antibody administration not only blocks the entire feed-forward inflammatory amplification loop between T-cells, DCs, and KCs, but also promotes regulatory transcriptome modification in regulatory DCs.

**Figure 1:**
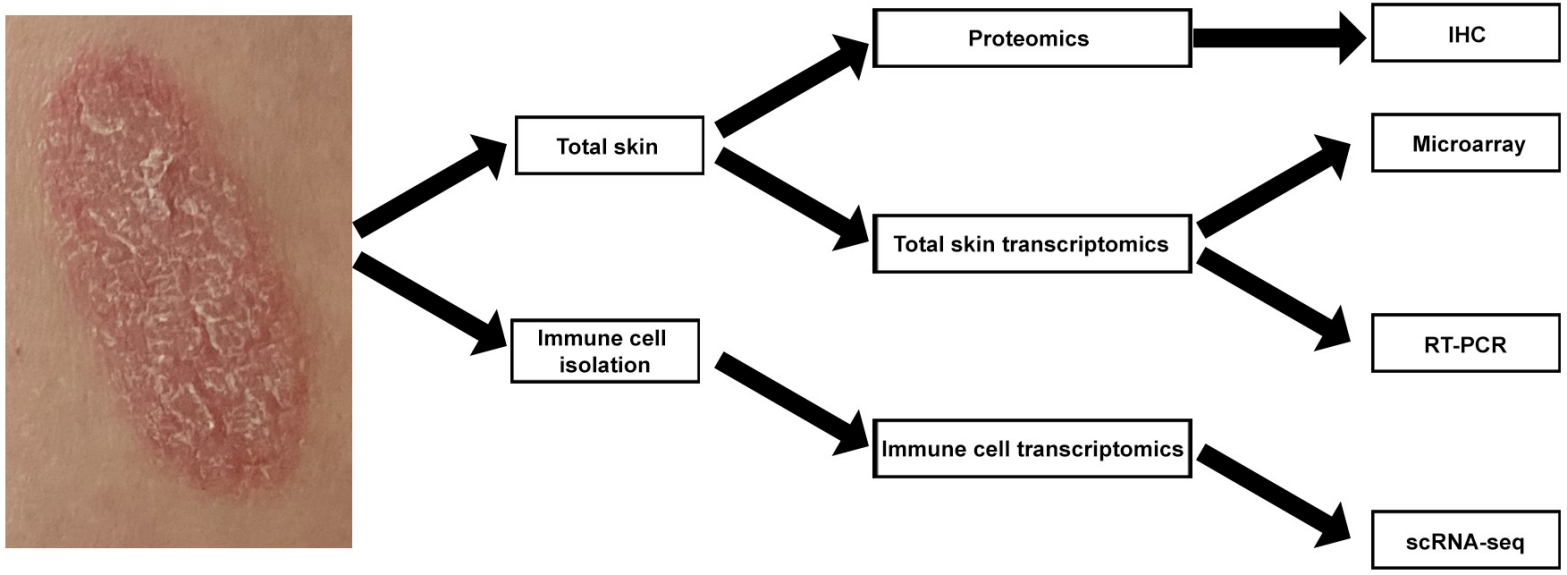
Schematic view of multi-omics strategy for mapping human psoriasis skin transcriptome.

## Materials and methods

### Human psoriasis skin before and after systemic IL-17A blockade

23 adult psoriasis patients received anti-IL-17A monoclonal antibody (secukinumab) injections for more than 12 weeks in the phase II clinical trial (ClinicalTrial.gov identifier: NCT03131570). Patients received the anti-IL-17A monoclonal antibody at a dose of 300 mg with injections administered once weekly at baseline and at weeks 1, 2, 3, and 4 and then every 4 weeks. The clinical responses of patients and RT-PCR analyses of psoriasis skin were previously published (10).

For this study, psoriasis skin biopsy samples obtained from the clinical trial (10) were further analyzed by immune cell-enriched scRNA-seq (n = 18; GSE183047), microarray (n = 61; GSE226244), and immunohistochemistry (n = 61) together with our repository normal control skin immune cell-enriched scRNA-seq data (n = 10) (16) and microarray data (n = 8) (**Supplementary Table 1**). To minimize the batch effects, all the molecular experiments from the initial sample processing to cDNA library construction were performed by the same investigators under the same protocol.

Lesional biopsy specimens were harvested with a 6 mm punch biopsy from areas with representative psoriasis lesions. The individual skin sample information, including age, gender, psoriasis versus (*vs*.) control, and timepoint of biopsy is summarized in **Supplementary Table 1**. Psoriasis lesional skin biopsy samples before anti-IL-17A monoclonal antibody injections (pretreatment) and psoriasis lesional skin biopsy samples after 12 weeks of anti-IL-17 monoclonal antibody injections (posttreatment) were compared for this study.

Harvested skin samples were bisected immediately after the skin biopsy. Half of the two bisected skin tissue was incubated in a culture medium for single-cell RNA sequencing (scRNA-seq) experiments. Another half of the bisected skin tissue was snap-frozen and embedded in the Optimal Cutting Temperature (OCT) compound (Ted Pella, Redding, CA) for microarray and immunohistochemistry experiments.

### Immune cell-enriched single-cell RNA sequencing analyses of human psoriasis skin

#### Harvesting emigrating cells from skin biopsy tissues for immune cell-enriched scRNA-seq

Skin biopsy samples were incubated in culture medium for harvesting emigrating cells (16). To split the epidermis and dermis where most of the inflammatory cells were located, harvested skin tissue was immediately placed in 0.2% Dispase II (Sigma-Aldrich, St. Louis, MO) and incubated in a humidified incubator at 37°C and 5% CO_2_ for 3 hours. Then, the epidermis and dermis were separated with forceps and sliced into small pieces with #10 blade scalpels. The epidermis and dermis were separately incubated in RPMI-1640 medium with L-glutamine (Cytiva, Marlborough, MA) supplemented with 10% human albumin serum (Sigma-Aldrich, St. Louis, MO) in a humidified incubator at 37°C and 5% CO_2_. Nonplastic adherent cells that had emigrated out of the epidermis and dermis were harvested after 48 hours. The harvested cells from the epidermis and dermis were filtered through a 40-µm cell strainer (Corning, Glendale, AZ) and stored on ice. The cell numbers and viability were determined using a Countess automated cell counter (Invitrogen, Carlsbad, CA) and trypan blue staining (BioRad, Hercules, CA).

#### Single-cell capture and cDNA library preparation

The 10x Genomics Chromium Single Cell 3′ Reagents Kit user guide (https://support.10xgenomics.com) was used to prepare the single-cell suspension. The appropriate volume of each sample was diluted to recover 10,000 cells. Subsequently, the single-cell suspension, gel beads, and oils were added to the 10X Genomics single-cell chip. After droplet generation, samples were transferred into PCR tubes and we performed reverse transcription using a ProFlex PCR Thermocycler System (Applied Biosystems, Foster City, CA). After reverse transcription, cDNA was recovered using a recovery agent, provided by 10X Genomics, followed by silane DynaBead clean-up as outlined in the user guide.

#### Single-cell RNA sequencing data generation

The raw sequencing data for individual samples were processed using the 10X Genomics standard sequencing protocol without modifications. The FASTQ files were aligned to the human genome reference sequence GRCh38. Cell Ranger was applied to FASTQ files to generate files containing a barcode table, a gene table, and a gene expression matrix. The number of reads, mean reads per cell, valid barcodes, sequencing saturation, and other scRNA-seq parameters are detailed in **Supplementary Table 1**. The scRNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are publicly accessible through GEO Series accession number GSE183047. There is no restriction on the use of the data.

#### Single-cell data quality control

We used the *Seurat* R package (version 4.0) installed in R (version 4.0.2) for the downstream single-cell analyses (17–19). Before data integration, single-cell data quality control was performed separately for each sample as previously described for human skin single-cell RNA sequencing analyses (16, 20–22). Genes expressed in <3 cells, and cells with <100 or >5,000 genes and a mitochondrial gene percentage of >25% were filtered out to eliminate partial cells and doublets. Ubiquitously expressed ribosomal protein-coding (RPS and RPL) and MALAT noncoding RNA, miRNA, and snoRNA genes were excluded from the analysis as we described in our prior single-cell analysis publication with the publicly available R scripts (16). Seurat objects were created followed by normalizing data, scaling data, and finding variable 2,000 genes.

#### Single-cell data integration and harmonization

We first merged single-cell data of samples with the identical reagent kit version and the identical sequencer. To harmonize merged groups into a single dataset reducing batch effects, correspondences between cells in merged datasets were identified by the FindIntegrationAnchors function, and the correspondences were used for data integration with the IntegratedData function as detailed by Stuart et al. (18).

#### Non-linear dimension reduction and clustering analysis

Principal component analysis and graph-based clustering analysis were performed, and sixty principal components (PCs) were selected for Uniform Manifold Approximation and Projection for Dimension Reduction. With a resolution of 0.8, cells were clustered by the FindClusters function. The average gene expression of psoriasis *vs*. control cells within a cluster was calculated by the AverageExpression function.

When 10,000 cells are submitted to a microfluidic platform for droplet-based single-cell library construction, 2.3% to 4.6% of single-cell data could be technical artifacts caused by cell doublets formed during cell capture (Chromium Next GEM Single Cell 3′ Reagent Kits User Guide, 10X Genomics, USA). To remove clusters with possible doublets for downstream single-cell analysis, we excluded clusters expressing gene signatures of more than two different immune cell types (**Supplementary Figure 1**). We also excluded clusters of a minimal number of cells that were spatially separated from the analogous type of cells. To compare psoriasis and control cells within clusters representing each type of skin immune cells, we merged adjacent clusters of common immune cell subsets.

### Microarray analyses of human skin

Skin biopsy samples were frozen and then mechanically disaggregated before RNA extraction. RNA was extracted with RNA isolation kits (Qiagen) according to the manufacturer’s protocol. A total of 100 ng of biotinylated cDNA was hybridized to the GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix). The expression values were obtained using the GCRMA algorithm (23), while normalization across samples was carried out using quantile normalization. The raw microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through accession number GSE226244.

### RT-PCR analyses of human skin

Total RNA was extracted from frozen skin biopsies by the Qiagen miNeasy Mini Kit (Valencia, CA, USA). DNA was removed with on-column DNase digestion by the Qiagen RNase-free DNase Set (Valencia, CA, USA). The quality of extracted RNA was examined using Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). Real-time PCR was performed on QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA) with TaqMan Array Cards (384-well plates preloaded with TaqMan assays, Thermo Fisher Scientific, Waltham, MA). All primers are listed in **Supplementary Table 2**.

### Immunohistochemistry analyses of human skin

For immunostaining, vertical sections were cut to a thickness of 6 μm (+/- 1 μm) from the frozen skin biopsy tissues embedded in the OCT compound. Frozen sections were dried at room temperature and then fixed for 2 minutes in acetone. Next, the samples were blocked with 10% normal serum of the species in which the secondary antibody was made, and then the samples were incubated overnight at 4°C with the appropriate primary antibody. Primary antibodies used in this study were all mouse antibodies: KRT16 (LSBio, Seattle, WA; clone 7A4, dilution 1:500), CD3 (BD Biosciences, San Jose, CA; clone SK7, dilution 1:100), and CD11c (BD Biosciences, San Jose, CA; clone Bly6, dilution 1:100). Biotin-labeled horse anti-mouse antibodies (Vector Laboratories, Burlingame, CA) were used to detect the primary antibodies. The staining signal was amplified with avidin-biotin complex (Vector Laboratories, Burlingame, CA) and developed using chromogen 3-amino-9-ethyl carbazole (Sigma-Aldrich, St. Louis, MO). Section images were acquired at ×10 magnification. The number of immunostaining-positive cell counts per section was manually counted using computer-assisted image analysis software (ImageJ V1.48, National Institute of Health, Bethesda, MD). 61 sections were quantified for CD3 immunostaining (n = 40 for pretreatment sections and n = 21 for posttreatment sections) and 60 sections were quantified for CD11c immunostaining (n = 40 for pretreatment sections and n = 20 for posttreatment sections).

### Statistics

Statistical analyses of scRNA-seq data at the level of total T-cells, DCs, or KCs were performed under the general framework of the Seurat R package (17–19). We used a Wilcoxon rank sum test to define differentially expressed genes. A value of *p* < 0.05 was considered statistically significant.

Statistical analyses of scRNA-seq data at the level of T-cell and KC subsets were performed under the trajectory inference framework of Monocle3 R package (24, 25). We used a spatial autocorrelation analysis called Moran’s I (25) with the graph-test function, which Cao et al. (24) showed to be effective in finding genes that are differentially expressed in single-cell RNA sequencing data. A *p*-value that has been adjusted for the False Discovery rate < 0.05 was considered statistically significant (**Supplementary Tables 3**, **4**). Spearman’s rank correlation coefficient was calculated to test inter-correlations between the single-cell data.

For statistical analyses of microarray data, log2-transformed expression values were modeled using linear mixed-effects models. *P*-values from moderated t-tests were adjusted for multiple hypotheses across genes using the Benjamini-Hochberg procedure. A value of *p* < 0.05 and a fold change ratio > 2 was considered statistically significant.

For statistical analyses of RT-PCR data, RT-PCR results were modeled with the delta Ct (ΔΔCt) method for relative quantification to a housekeeping gene *RPLP0* (Ribosomal Protein Lateral Stalk Subunit P0) and calibration with a reference sample Control01 under the general framework of *pcr_analyze* R package (26) as we described in our prior publication (10). Two-sided Wilcoxon rank-sum test was used to compare RT-PCR experiment results between group 1 and group 2. A value of *p* < 0.05 was considered statistically significant.

For statistical analyses of immunohistochemistry data, we used a Wilcoxon rank sum test to compare measures between groups. A value of *p* < 0.05 was considered statistically significant.

### Study approval

The study protocol and informed consent were approved by the Institutional Review Board of the Rockefeller University, New York, NY, USA. The study was conducted in accordance with Good Clinical Practice and the Declaration of Helsinki, and all subjects provided written informed consent before entering the study.

## Results

### IL-17A blockade reduces T-cell signatures, dendritic cell signatures, and keratinocyte hyperproliferation signatures and increases regulatory molecular expression in psoriasis lesional skin at total skin transcriptome levels

We first studied how the immune cell numbers are changed in psoriasis skin after systemic IL-17A blockade, and how the immune cell number changes are reflected in total skin transcriptome. 

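Psoriasis lesional skin was sampled before (PreTx) and after (PostTx) treatment with secukinumab, an antibody that binds IL-17A, the cytokine through which T17 cells act on keratinocytes (KCs). RNA of each whole biopsy was hybridised to 1 Affymetrix expression array, so every value is an average over the KCs, leukocytes, fibroblasts, vessels and skin appendages of that piece of skin. Of 69 arrays, 61 were from psoriasis lesional skin and 8 from normal control skin (Control). By their labels, 33 of the psoriasis arrays were PreTx, 18 were taken at week 12 of treatment, 9 at week 24 and 1 after the drug was stopped, and this last array was left out of the groups. The methods speak of 12 weeks of injections, so PostTx week 12 was taken as the posttreatment group here, with all 28 posttreatment arrays as one group in an alternative. Which posttreatment arrays entered Figure 2B is not given. The labels do not tie arrays to patients. The methods give fewer patients than the 33 PreTx arrays, so arrays may share a patient. The paper's immunohistochemistry compares the same patients before and after treatment, so arrays may also share a patient across groups. A patient term could not be fitted in a mixed-effects model. Arrays of 1 patient within a group make p-values over arrays too small. Arrays of 1 patient in both compared groups can make them too large.
The authors computed log2 expression values with GCRMA, which subtracts a background predicted from each probe's sequence, and normalized the arrays by quantiles. The values cover 54675 probe sets, of which 14119 to 14755 per array lay at a common floor of 2.08. A gene at the floor has only an upper bound there. The median log2 value of an array was 4.02 in the middle Control array (range 3.99 to 4.12), 3.95 in the middle PreTx array (3.85 to 4.09), 4.02 at PostTx week 12 (3.85 to 4.24) and 3.98 at PostTx week 24 (3.96 to 4.15). Each of 19740 genes was read from its probe set with the highest mean. The 68 arrays of the 4 groups were fitted together with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, the thresholds of the paper's statistics section. The legend of Figure 2B gives p without saying whether it is adjusted. Gene lists were tested with camera, which asks whether the genes of a list shifted against all other genes. Its preset correlation of 0.01 between the genes of a list is small, and 4 lists passed between PostTx week 12 and PreTx when the correlation was estimated from the data instead, against 19 with the preset. The groups, comparisons, lists and the alternatives to these choices were fixed before the data were examined, except those said to have been added later. The number of arrays limits the precision.
The arrays of the groups also differed in RNA quality. The signal at the 3-prime end of ACTB, a gene with control probe sets along its length, exceeded that at its 5-prime end by 2.62 ± 0.588 on the log2 scale (SD, n = 33) in PreTx and by 4.16 ± 1.62 (SD, n = 18) at PostTx week 12, and this difference grows as RNA degrades. The permutation p was 1e-05, the smallest that 100000 resamples can give (two-sided, adjusted p = 6.0e-05 over 12 tests). The same measure was 3.86 ± 1.39 (SD, n = 9) at PostTx week 24 and 2.62 ± 0.562 (SD, n = 8) in Control. Averaged with the same measure of GAPDH, it lay above the range of PreTx in 6 of 18 PostTx week 12 arrays and 3 of 9 PostTx week 24 arrays. Of the Control arrays, 2 belonged to this series and 6 to an earlier one. These 2 were the closest of all 2346 pairs of arrays (r = 0.997), and the labels do not say whether they are independent biopsies. With both averaged to 1 array, an alternative added after the data were seen, 757 genes were called between PostTx week 12 and Control and 1898 between PreTx and Control.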

KC hyperproliferation [KRT16 staining (27)], T-cell numbers (CD3 staining), and DC numbers (ITGAX (CD11c) staining) were decreased in psoriasis lesional skin after 12 weeks of anti-IL-17A monoclonal antibody injections (posttreatment) compared to pretreatment psoriasis lesional skin of the same patients (**Figure 2A**, *p* < 0.05).

**Figure 2:**
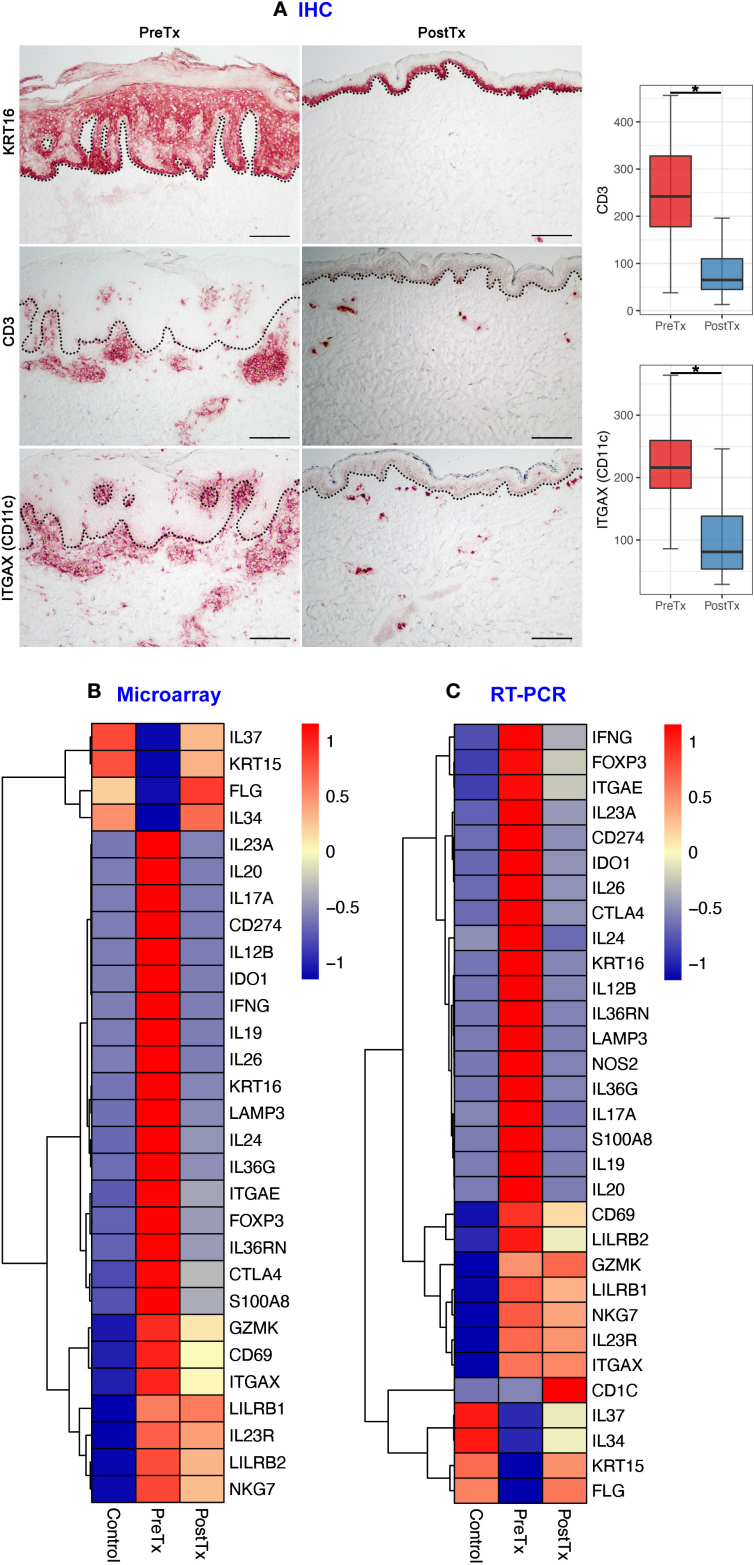
IL-17A blockade reduces T-cell signatures, dendritic cell signatures, and keratinocyte hyperproliferation signatures and increases regulatory molecular expression in psoriasis lesional skin at total skin transcriptome levels. **(A)** Immunohistochemistry of keratinocyte hyperproliferation (KRT16), CD3^+^ T-cells, and ITGAX (CD11c)^+^ dendritic cells (DCs) before (PreTx) and after (PostTx) 12 weeks of systemic anti-IL-17A monoclonal antibody (secukinumab) administration. Bar graphs display CD3^+^ T-cell (n = 40 for PreTx and n = 21 for PostTx) and ITGAX (CD11c)^+^ DC (n = 40 for PreTx and n = 20 for PostTx) number changes induced by systemic anti-IL-17A blockade. *p < 0.05. Black dotted lines delineate the junction between the epidermis and dermis (Scale bar = 200 μm). **(B, C)**, Differentially expressed genes (DEGs) between PreTx and PostTx at total skin transcriptome levels. DEGs that are relevant to psoriasis pathogenesis and statistically significant in both microarray (B, fold change ratio > 2 and *p* < 0.05) and RT-PCR (C, *p* < 0.05) experiments are displayed.

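In total skin, 2091 of 19740 genes differed between PostTx week 12 (n = 18) and PreTx (n = 33), with 1362 higher and 729 lower after treatment. With probe sets not collapsed to genes, 2541 were higher and 2768 lower. SERPINB4, a protease inhibitor of squamous epithelia, had a log2 fold change of -8.18 (SE 0.85, adjusted p = 2.4e-11), and TCN1, a carrier of vitamin B12, one of -7.84 (SE 0.67, adjusted p = 6.0e-14). The calcium-binding alarmin S100A12 had one of -7.73 and the neutrophil chemokine CXCL8 one of -6.48. The largest rise was that of BTC, a growth factor of the EGF family, with a log2 fold change of 6.32 (SE 0.45, adjusted p = 8.1e-17), which was above its PreTx mean in 18 of 18 arrays. SYT17, a synaptotagmin, rose by 4.08 and WIF1, a secreted inhibitor of Wnt signalling, by 3.93.
Of the 29 genes displayed in Figure 2B, 15 were lower, 2 were higher and 12 did not pass both thresholds, with 16 lower and 2 higher when adjusted over the list alone. The study chose these genes on these samples, so the list is not independent evidence of its direction. Before treatment, 860 genes were higher and 1125 lower in PreTx than in Control (n = 8). SERPINB4 was again first by size, with a log2 fold change of 11.04 (SE 1.14, limma adjusted p = 2.7e-11), and OASL, an interferon-induced antiviral gene, had one of 8.04 (SE 0.75, limma adjusted p = 1.1e-12). BTC was lower in PreTx than in Control by a log2 fold change of -7.29 (SE 0.61). At each probe set the Control arrays of this and the earlier series had nearly the same mean (median absolute difference 0.0121). If one series was adjusted to the other before deposit, the 8 arrays are not independent. SEs and p-values against Control are then too small. With only the 2 Control arrays of this series, 124 genes were higher and 119 lower in PreTx. SERPINB4, OASL and BTC kept their calls there, while S100A8 (1.86, limma adjusted p = 0.141), KRT16 (2.70, 0.136), IL34 (-3.07, 0.0972) and IL37 (-3.85, 0.187) lost theirs. After treatment 559 genes were higher and 320 lower at PostTx week 12 than in Control, and none of the 29 genes of Figure 2B was among them by limma. CTLA4 was called higher than in Control with array weights (2.38, limma adjusted p = 0.00116). It was also called within the RNA quality range of PreTx (3.02, limma adjusted p = 0.0159), a setting added after the data were seen. LILRB2, an inhibitory receptor, was called higher than in Control with the mean of its probe sets (1.38, limma adjusted p = 0.0152).
These counts stand beside the larger 3-prime minus 5-prime difference of the posttreatment arrays. With this difference as a covariate, added after the data were seen, 34 genes were higher and 101 lower at PostTx week 12 than in Control. With only the 2 Control arrays of this series none was higher and 13 were lower by limma.

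**Figure D1:**
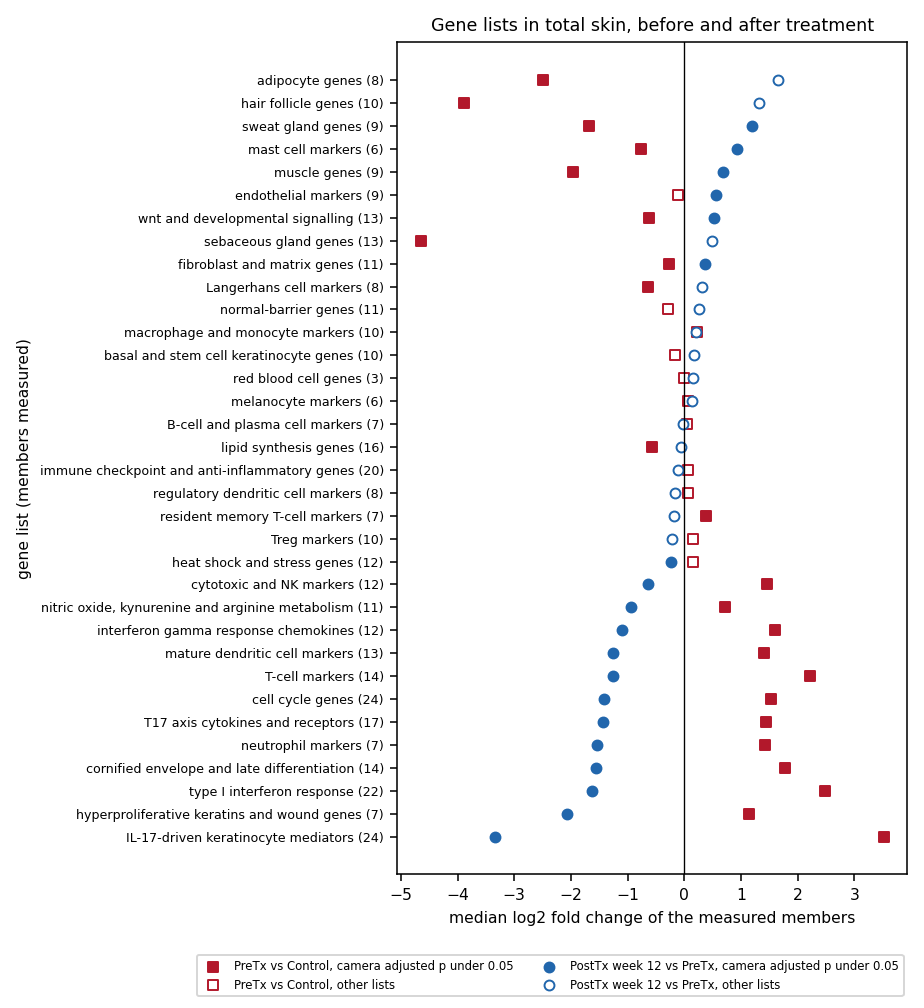
Median log2 fold change of the measured genes of 34 lists, with the number of measured genes in brackets. Squares compare PreTx with Control and circles PostTx week 12 with PreTx, filled where the camera adjusted p with the preset correlation was under 0.05. The IL-17-driven KC mediators lie farthest right among the squares and farthest left among the circles.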

Reflecting the decreased T-cell numbers by systemic IL-17A blockade, total skin transcriptome of T17 responses (*IL17A*, *IL26*, *IL12B*, and *IL20*) (3, 28), T-cell regulation (*IL24* and *CTLA4*) (29, 30), resident memory T-cells (Trms) [*ITGAE* (*CD103*)] (31) and regulatory T-cells (Tregs) (*FOXP3*) (32) was decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin in both microarray and RT-PCR experiments (**Figures 2B, C**, *p* < 0.05).

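Some T-cell transcripts were lower in posttreatment skin, among them the T17 cytokine IL26 and the inhibitory receptor CTLA4. Of 14 T-cell markers 9 were lower, and as a list they did not pass camera with an estimated correlation (adjusted p = 0.244). IL26 was at 6.37 ± 1.80 log2 (SD, n = 33) in PreTx and 2.52 ± 1.09 (SD, n = 18) at PostTx week 12, and 17 of 18 posttreatment arrays lay below the PreTx mean. CTLA4 fell from 9.48 ± 1.53 to 5.04 ± 2.32, against 2.87 ± 0.36 (SD, n = 8) in Control. IL17A was at 3.74 ± 2.05 in PreTx and at the floor in all 18 posttreatment arrays, and was also at the floor in 6 of 33 PreTx arrays.
The log2 fold changes were -3.85 for IL26 (SE 0.41, adjusted p = 5.9e-11), -4.44 for CTLA4 (SE 0.56, adjusted p = 3.9e-09) and -1.66 for IL17A (SE 0.42, adjusted p = 0.0011). IL12B, which encodes the p40 chain of IL-23 and IL-12, changed by -2.17 (SE 0.45), IL20, a cytokine that acts on KCs, by -1.58 (SE 0.31), and IL24, of the same cytokine family, by -2.01 (SE 0.42), each in 18 of 18 arrays. ITGAE, the CD103 integrin chain of resident memory T-cells, was at 11.43 ± 0.23 in PreTx and 11.25 ± 0.19 after treatment, a log2 fold change of -0.18 (SE 0.07, adjusted p = 0.028). FOXP3, the transcription factor of Tregs, lay near the floor in both groups, at 2.35 ± 0.36 and 2.12 ± 0.12, with a log2 fold change of -0.22 (SE 0.09, adjusted p = 0.040). Neither reached a fold change of 2.
Of 14 T-cell markers, 9 were lower and none higher, 9 lower also when adjusted over the list alone. Examples are the costimulatory receptors ICOS (-2.88) and CD28 (-1.79) and the T-cell kinase LCK (-1.85). The list's median was -1.26 (camera adjusted p = 8.4e-05), with adjusted p = 0.244 with an estimated correlation. Of 12 cytotoxic and NK markers, 3 were lower (3 adjusted over the list alone), with the granule proteases GZMB (-5.25) and GZMA (-2.46) and the receptor KLRB1 (-1.59), a median of -0.64, a camera adjusted p of 0.00197 and an adjusted p = 0.244 with an estimated correlation. Of 10 Treg markers, CTLA4 and TNFRSF4 (-1.34) were lower and LRRC32, which anchors latent TGF-beta, was higher (adjusted p = 8.2e-06), counts that held when adjusted over the list alone (camera adjusted p = 0.105). Of 7 resident memory T-cell markers, CXCR6 (-2.38), a chemokine receptor, was lower (1 adjusted over the list alone) and none was higher (camera adjusted p = 0.163).
The fold change of IL17A rests on 1 of its probe sets, which can bind related transcripts. With the mean of its probe sets it was -0.83, and with such probe sets left out it was 0, below the threshold in both cases. Its other probe set lay at the floor in all 33 PreTx arrays, with a difference of 0. Both values follow from that by construction and do not test the fall. CD28 (-0.60), CD5 (-0.74) and TNFRSF4 (-0.67) also lost their calls with the mean of their probe sets, CD8A with array weights (-0.93, adjusted p = 0.0549) and with RNA quality as a covariate (-0.86, adjusted p = 0.285), and CTLA4 was read from the brightest of its 5 probe sets, the next having a log2 fold change of -1.50. The paper relates the lower T17, T-cell regulation, Trm and Treg transcripts to the lower T-cell numbers counted by immunohistochemistry (Figure 2A).

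**Figure D2:**
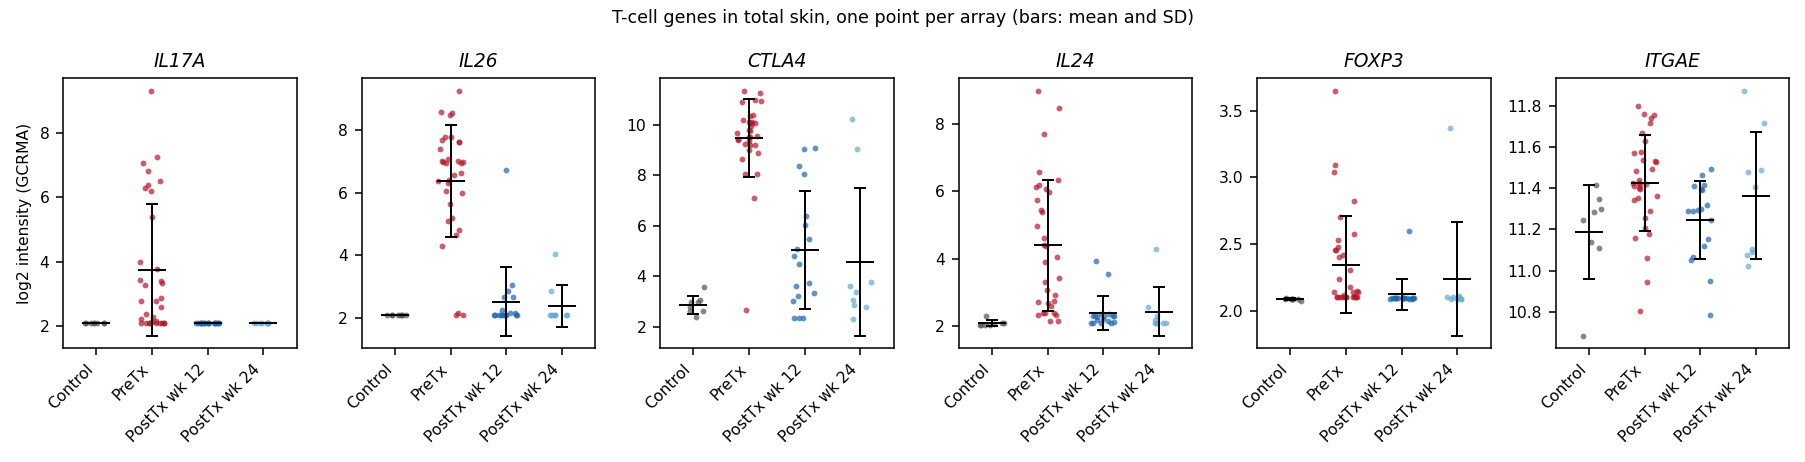
Log2 expression of IL17A, IL26, CTLA4, IL24, FOXP3 and ITGAE, 1 panel per gene with its own scale and 1 point per array, in Control (n = 8), PreTx (n = 33), PostTx week 12 (n = 18) and PostTx week 24 (n = 9), with bars at the mean ± SD. IL17A lies at the floor of 2.08 in all 18 PostTx week 12 arrays, and ITGAE has mean values of 11.43 in PreTx and 11.25 at PostTx week 12.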

Reflecting the decreased DC numbers by systemic IL-17A blockade, total skin transcriptome of T17 cell-stimulating DCs (*IL23A*) (3) and mature DCs (*LAMP3* (*DC-LAMP*), *CD274* (*PD-L1*) and *IDO1*) (16, 33, 34) were decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin in both microarray and RT-PCR experiments (**Figures 2B, C**, *p* < 0.05).

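Of 13 markers of mature DCs, 7 were lower after treatment and 6 were not called. As a list they passed camera with the preset correlation but not with an estimated one (adjusted p = 0.0892). CD274, which encodes the inhibitory ligand PD-L1, was at 10.32 ± 1.27 log2 (SD, n = 33) in PreTx and 6.15 ± 1.65 (SD, n = 18) at PostTx week 12, close to the 6.22 ± 0.94 (SD, n = 8) of Control. LAMP3, a lysosomal protein of mature DCs, was at 12.50 ± 0.60 in PreTx and 11.09 ± 0.73 after treatment, lower than the PreTx mean in 18 of 18 arrays. A dimmer probe set of CD274 had a log2 fold change of -0.59, and the mean of both one of -2.38. IL23A, which encodes the p19 chain of IL-23, lay near the floor in both groups, at 2.71 ± 0.72 and 2.18 ± 0.12.
In the limma fit the log2 fold change was -4.17 for CD274 (SE 0.43, adjusted p = 2.4e-11), -1.41 for LAMP3 (SE 0.21, adjusted p = 1.1e-07) and -0.53 for IL23A (SE 0.15, adjusted p = 0.0032), which is under a fold change of 2. IDO1, an enzyme of tryptophan breakdown to kynurenine, was at the floor in 11 of 33 PreTx arrays and in 17 of 18 posttreatment arrays, with a log2 fold change of -1.26 (SE 0.41, adjusted p = 0.0097). Of 13 mature DC markers, 7 were lower and none higher (7 adjusted over the list alone), among them CD83 (-1.85), a surface protein of mature DCs, and the chemokine CCL22 (-2.59). The list's median was -1.25 (camera adjusted p = 4.5e-06, adjusted p = 0.0892 with an estimated correlation).
A list of nitric oxide, kynurenine and arginine metabolism also held TCN1, which is not of these pathways, and had a camera adjusted p of 1.3e-06 (adjusted p = 0.0124 with an estimated correlation). Without TCN1, an alternative added after the data were seen, 4 of 10 genes were lower and none higher (4 adjusted over the list alone), with a median of -0.86 (camera adjusted p = 3.0e-05, adjusted p = 0.0193 with an estimated correlation). KYNU, which breaks down kynurenine, had a log2 fold change of -3.29 and SLC7A11, a cystine transporter, one of -1.77, while NOS2, the inducible nitric oxide synthase, had one of -0.08 (adjusted p = 0.358). ITGAX, which encodes CD11c, had a log2 fold change of -1.13 (SE 0.34, adjusted p = 0.0055) and was below the PreTx mean in 14 of 18 arrays.
With RNA quality as a covariate, added after the data were seen, IDO1 (-1.07, adjusted p = 0.0869) and ITGAX (-0.74, adjusted p = 0.159) no longer passed. ITGAX also did not pass with array weights (-0.94) or with the mean of its probe sets (-0.56). Its other probe set had a log2 fold change of -9.7e-04, which lowers that mean by construction.

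**Figure D3:**
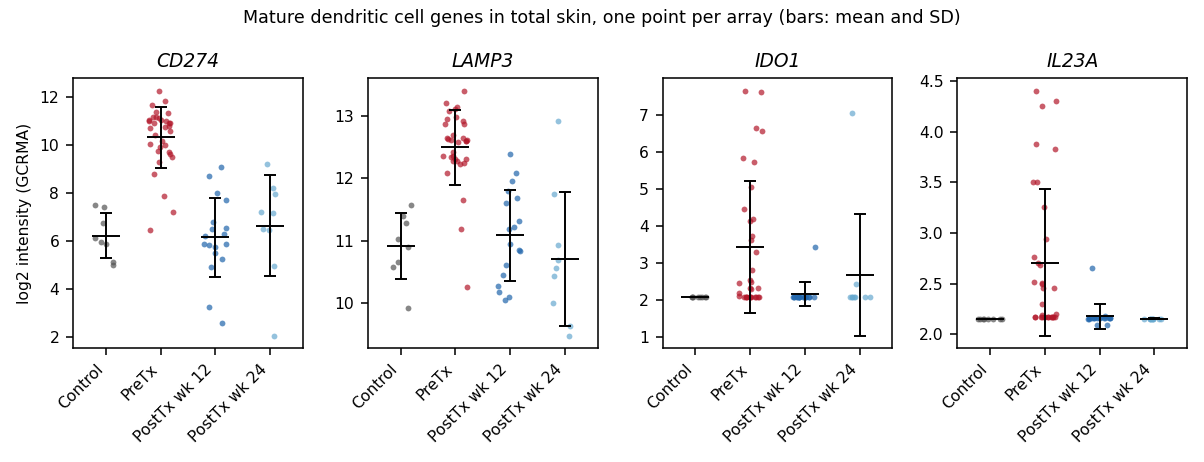
Log2 expression of CD274, LAMP3, IDO1 and IL23A, 1 panel per gene with its own scale and 1 point per array, in Control (n = 8), PreTx (n = 33), PostTx week 12 (n = 18) and PostTx week 24 (n = 9), with bars at the mean ± SD. CD274 has means of 10.32 in PreTx and 6.15 at PostTx week 12, and IDO1 lies at the floor in 17 of 18 PostTx week 12 arrays.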

Reflecting the decreased KC hyperproliferation by systemic IL-17A blockade, total skin transcriptome of KC cytokines that stimulate DCs and T-cells in feed-forward mechanisms (*S100A8* and *IL36G*) (3) was decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin in both microarray and RT-PCR experiments (**Figures 2B, C**, *p* < 0.05).

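Among the 34 lists, the mediators KCs make in response to IL-17 had the lowest median log2 fold change. This list shares S100A12 with the neutrophil markers, of which 4 of 7 were lower (median -1.54, adjusted p = 0.0800 with an estimated correlation). Which cells account for the fall in total skin was not tested. IL36G, an IL-1 family cytokine of KCs, was at 13.22 ± 0.97 log2 (SD, n = 33) in PreTx and 10.03 ± 1.54 (SD, n = 18) at PostTx week 12, against 9.67 ± 1.02 (SD, n = 8) in Control. S100A8, a chain of calprotectin, was at 14.92 ± 0.46 in PreTx and 13.26 ± 1.30 after treatment, and all 18 posttreatment arrays lay below the PreTx mean. KRT16, a keratin of hyperproliferative epidermis, was below it in 16 of 18.
By limma, the log2 fold change was -3.20 for IL36G (SE 0.35, adjusted p = 1.4e-10), -1.66 for S100A8 (SE 0.26, adjusted p = 4.9e-07) and -2.53 for KRT16 (SE 0.37, adjusted p = 1.4e-07). Of 24 IL-17-driven KC mediators, 20 were lower and none higher (20 adjusted over the list alone), with a median of -3.34 (camera adjusted p = 6.0e-20, adjusted p = 0.0124 with an estimated correlation). The neutrophil chemokine CXCL1 had a log2 fold change of -5.52, the iron-sequestering protein LCN2 -4.36 and the antagonist IL36RN -1.44. Of 7 hyperproliferative keratins and wound genes, among which KRT16 is the 1 keratin measured, 6 were lower and none higher (6 adjusted over the list alone), with a median of -2.07 (camera adjusted p = 9.0e-10, adjusted p = 0.0124 with an estimated correlation).
Of 14 genes of the cornified envelope and late differentiation, 10 were lower and none higher (10 adjusted over the list alone). Examples are SPRR2C (-6.82), of the small proline-rich gene family, the protease KLK13 (-4.76) and LCE3D (-1.16), a late cornified envelope protein. The list's median was -1.56 (camera adjusted p = 9.2e-11, adjusted p = 0.0826 with an estimated correlation). Of 11 normal-barrier genes, CASP14 (-2.36), a caspase of cornification, was lower (1 adjusted over the list alone) and none was higher, with a median of 0.25 (camera adjusted p = 0.755). Filaggrin, FLG, had a log2 fold change of 0.27 (SE 0.12, adjusted p = 0.077). LCE3D (-0.80, adjusted p = 0.0211) and SERPINB13 (-0.78), a wound gene of the list with KRT16, did not reach a fold change of 2 with RNA quality as a covariate, a setting added after the data were seen, nor did SERPINB13 with array weights (-0.96).

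**Figure D4:**
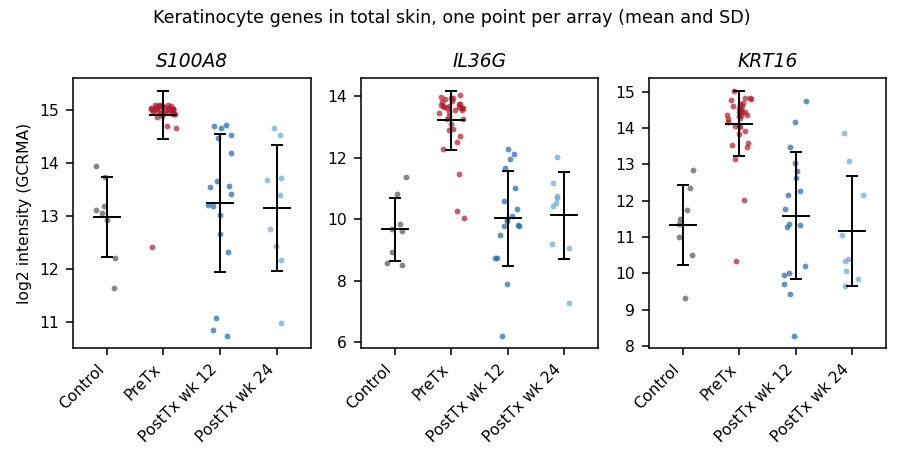
Log2 expression of S100A8, IL36G and KRT16, 1 panel per gene with its own scale and 1 point per array, in Control (n = 8), PreTx (n = 33), PostTx week 12 (n = 18) and PostTx week 24 (n = 9), with bars at the mean ± SD. All 18 PostTx week 12 arrays lie below the PreTx mean for S100A8 and IL36G.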

In contrast, total skin transcriptome of Treg-specific cytokine that mediates immune tolerance [*IL34* (35–37)], an anti-inflammatory cytokine that inhibits innate immune signaling [*IL37* (38, 39)], and KC stem cell marker of quiescence [*KRT15* (40)] were increased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin in both microarray and RT-PCR experiments, albeit the decreased T-cell, DC, and KC numbers (**Figures 2B, C**, *p* < 0.05).

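IL34 and IL37 rose after treatment. IL34, a ligand of the CSF1 receptor, was at 4.08 ± 1.40 log2 (SD, n = 33) in PreTx and a mean of 7.18 (n = 18) at PostTx week 12, and was above the PreTx mean in 18 of 18 arrays. IL37, an IL-1 family cytokine, was at 9.15 ± 2.44 in PreTx and 11.86 ± 1.51 after treatment, above the PreTx mean in 17 of 18 arrays. KRT15, a keratin of basal and stem cell KCs, was at 12.95 ± 0.85 in PreTx and 13.76 ± 0.37 after treatment, above the PreTx mean in 18 of 18 arrays. In Control (n = 8) the same genes were at 7.14 ± 1.07, 12.98 ± 0.23 and 13.92 ± 0.33 (SD).
The log2 fold change after treatment was 3.10 for IL34 (SE 0.39, adjusted p = 3.5e-09 by limma), 2.71 for IL37 (SE 0.56, adjusted p = 7.3e-05) and 0.81 for KRT15 (SE 0.19, adjusted p = 4.2e-04). For KRT15 this is a fold change of 1.75, under 2. Of 10 basal and stem cell KC genes, LGR6 (1.43), a receptor of epidermal stem cells, was higher (1 adjusted over the list alone) and none was lower, with a median of 0.17 (camera adjusted p = 0.406). KRT5 and KRT14, the main keratins of basal KCs, had log2 fold changes of -0.12 and 0.03. Of 20 immune checkpoint and anti-inflammatory genes, IL34 and IL37 were higher and 3 were lower (2 and 3 adjusted over the list alone), with a median of -0.11 (camera adjusted p = 0.0707).
The PostTx week 12 arrays as a group also had larger 3-prime minus 5-prime differences than PreTx, and markers of skin-resident cells were higher by a mean of 0.461 on the log2 scale. IL34 was read from its 1 probe set and IL37 from its brighter one, both of a kind that can bind other transcripts.

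**Figure D5:**
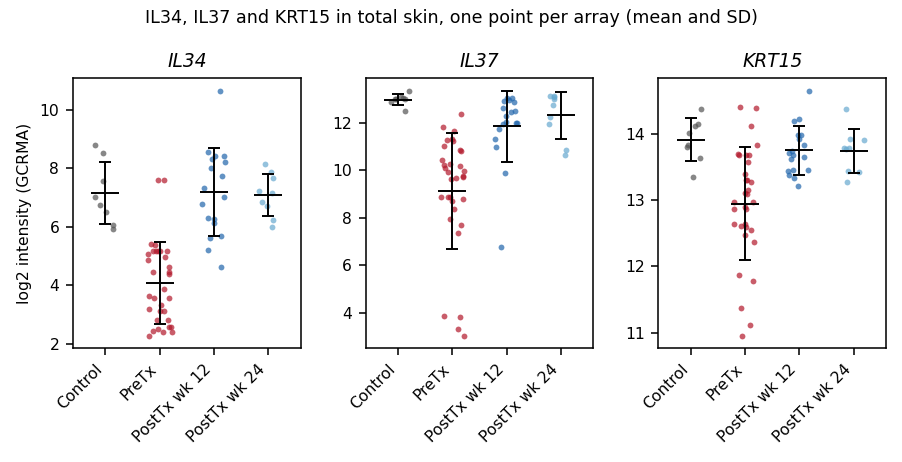
Log2 expression of IL34, IL37 and KRT15, 1 panel per gene with its own scale and 1 point per array, in Control (n = 8), PreTx (n = 33), PostTx week 12 (n = 18) and PostTx week 24 (n = 9), with bars at the mean ± SD. All 18 PostTx week 12 arrays lie above the PreTx mean for IL34 and KRT15, and 17 of 18 for IL37.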

### IL-17A blockade reduces type 17 T-cell signatures in psoriasis lesional skin at single-cell cluster levels.

We next studied how systemic IL-17A blockade modified transcriptome of T17 cells and transcriptome of Tregs differently with single-cell analyses. Clustering analysis of 40,026 single cells from 28 samples of 20 subjects identified clusters of NK cells, CD161^+^ T-cells, CD8^+^ T-cells, CD4^+^ T-cells, Tregs, mature DCs, semimature DCs, melanocytes, KCs in different layers of Stratum (S.) corneum, S. granulosum, S. spinosum, S. basale, endothelial cells, and fibroblasts without subclustering (**Figure 3A** and **Supplementary Figure 2**). The identity of each cluster was determined by the expression of established cell type markers (**Figure 3B**). To characterize T17 cell transcriptome in psoriasis skin, we segregated T-cell (CD161^+^ T-cell, CD8^+^ T-cell, CD4^+^ T-cell, and Treg) clusters in the scRNA-seq data and tested if psoriasis T-cells express more T17 cell genes than control T-cells. The expression of T17 cell genes [*KLRB1* (*CD161*) (41), *IL17A*, *IL17F*, and *IL26* (42, 43)], a cytokine that represents a particularly T17-specific abnormality and positively associates with psoriasis severity (*CXCL13*) (44–47), and Treg genes (*FOXP3*, *IL2RA* (*CD25*), and *TIGIT*) was increased in pretreatment psoriasis lesional skin T-cells compared to control skin T-cells (**Figure 4A**, *p* < 0.05).

**Figure 3:**
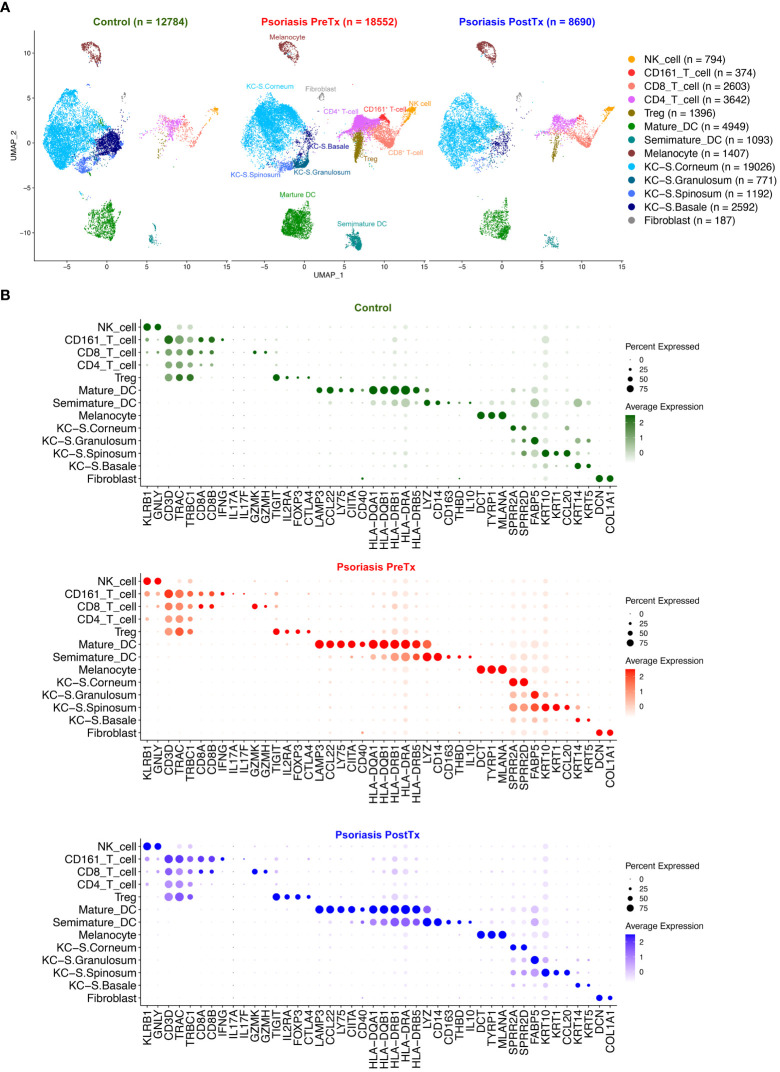
Human skin immune cell subset single-cell transcriptome comparison between psoriasis pretreatment (PreTx), psoriasis posttreatment (PostTx), and control (healthy volunteers). Psoriasis posttreatment is after anti-IL-17A monoclonal antibody (secukinumab) subcutaneous injections at a dose of 300 mg at baseline and weeks 1, 2, 3, 4, 8, and 12 (12 weeks of injections). **(A)** The Uniform Manifold Approximation and Projection plot (UMAP). **(B)** Dot plots displaying expression levels of cluster-defining genes.

**Figure 4:**
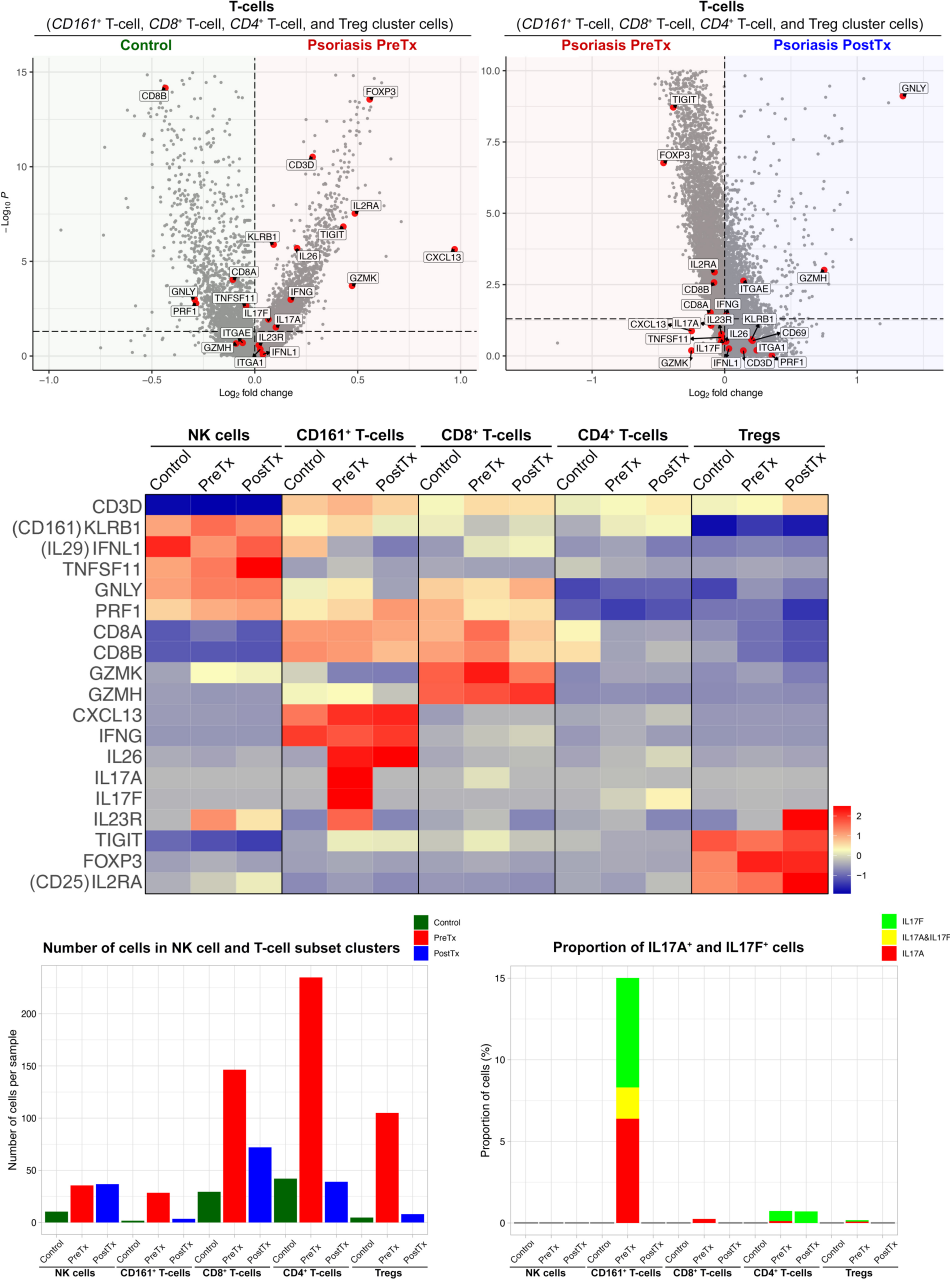
IL-17A blockade reduces Type 17 T-cell signatures and modifies regulatory T-cell signatures in psoriasis lesional skin at single-cell cluster levels. **(A)** Volcano plots displaying differentially expressed genes between control skin T-cells, psoriasis lesional skin T-cells before treatment (PreTx), and psoriasis lesional skin T-cells after 12 weeks of systemic anti-IL-17A monoclonal antibody (secukinumab) administration (PostTx). **(B)** Heatmap illustrating the average gene expression in clusters of NK cell and T-cell subsets, split by psoriasis PreTx, psoriasis PostTx, and control skin. **(C)** (Left) Number of cells per sample and (Right) proportion of *IL17A* ^+^ and *IL17F* ^+^ cells in NK cell and T-cell subset clusters, split by control, psoriasis PreTx, and psoriasis PostTx.

When we defined T17 cells as T-cell cluster cells expressing *IL17A* and/or *IL17F*, the majority of T17 cells were within the CD161^+^ T-cell cluster. 5.5% of total T-cells were CD161^+^ T-cell cluster cells and 15.0% of CD161^+^ T-cell cluster cells were T17 cells (**Figure 4C**). 76.5% of *IL17A* ^+^ T-cells, 61.4% of *IL17F* ^+^ T-cells, and 100% of *IL17A* ^+^ *IL17F* ^+^ T-cells were within the CD161^+^ T-cell cluster in pretreatment psoriasis lesional skin. In addition, 84.7% of CD161^+^ T-cell cluster cells expressed *CXCL13*, while only 1.6% of CD8^+^ T-cell cluster cells, 2.5% of CD4^+^ T-cell cluster cells, and 0.6% of Treg cluster cells expressed *CXCL13* in pretreatment psoriasis lesional skin (**Figure 4B**).

After systemic IL-17A blockade (12 weeks of anti-IL-17A monoclonal antibody injections), the expression of *IL17A* in the CD161^+^ T-cell cluster was decreased to zero in psoriasis lesional skin (**Figures 4B**, **C**, and **Supplementary Table 3**; *p* < 0.05). Although anti-IL-17A monoclonal antibody does not directly target IL-17F, the expression of *IL17F* was also decreased in the CD161^+^ T-cell cluster in psoriasis lesional skin after IL-17A blockade (**Figure 4B** and **Supplementary Table 3**, *p* < 0.05). When all T-cell cluster cells were considered, IL-17A blockade decreased 95% of *IL17F* ^+^ T-cells (**Figure 4C**).

### IL-17A blockade increases regulatory dendritic cell signatures in psoriasis lesional skin at single-cell cluster levels

We next studied how systemic IL-17A blockade modified transcriptome of different DC subsets that we previously described in our prior single-cell studies of human psoriasis skin (16). When we segregated DC subset (mature DC and semimature DC) clusters in the scRNA-seq data and compared their transcriptome, mature DCs in psoriasis skin were characterized by relatively high expression of MHC class II molecules (*HLA-DRA* and *HLA-DPB1*) and upregulated maturation markers [*CD86* (48) and *DC-LAMP* (*LAMP3*) (49)] (16) (**Figure 5A**). In contrast, semimature DCs in psoriasis skin were characterized by relatively low expression of MHC class II molecules (*HLA-DRA* and *HLA-DPB1*) and upregulated inflammatory monocyte receptor markers [*CD14* and *CD64* (*FCGR1A*) (50)] (**Figure 5B**, *p* < 0.05). Semimature DCs were characterized as regulatory DCs expressing high levels of *IL10*, *THBD* (*BDCA-3*), *LILRB2*, and *CLEC4A* (*DCIR*) (51, 52) (**Figure 5B**, *p* < 0.05). We previously reported that both mature and semimature DCs in psoriasis lesional skin expressed high levels of *IL23A* compared to control skin (16) (**Figure 5A**). Our current study showed that the expression of *IL23A* in both mature and semimature DCs was decreased after systemic IL-17A blockade in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 5A**, *p* < 0.05).

**Figure 5:**
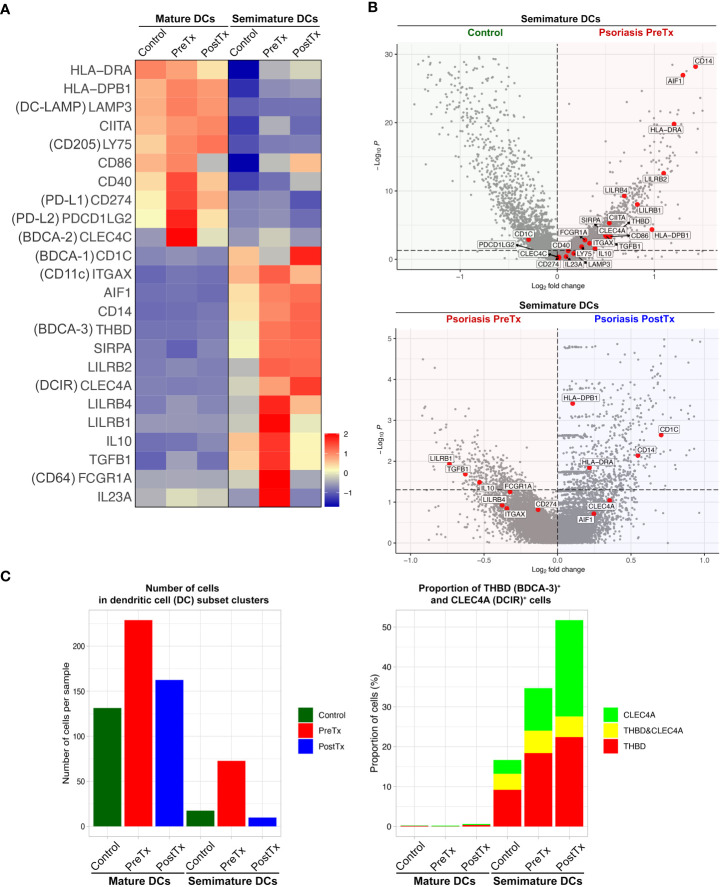
IL-17A blockade increases regulatory dendritic cell signatures in psoriasis lesional skin at single-cell cluster levels. **(A)** Heatmap illustrating the average gene expression in clusters of mature DCs and semimature DCs, split by control skin DCs, psoriasis lesional skin DCs before treatment (PreTx), and psoriasis lesional skin DCs after 12 weeks of systemic anti-IL-17A monoclonal antibody (secukinumab) administration (PostTx). **(B)** Volcano plots displaying differentially expressed genes between control skin DCs, psoriasis PreTx DCs, and psoriasis PostTx DCs. **(C)** (Left) Number of cells per sample and (Right) proportion of *THBD* (*BDCA-3*)^+^ and *CLEC4A* (*DCIR*)^+^ cells in DC subset clusters, split by control, psoriasis PreTx, and psoriasis PostTx.

Reflecting the decreased DC numbers after systemic IL-17A blockade in the immunohistochemistry experiment (**Figure 2A**), both mature and semimature DC numbers were decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin in scRNA-seq data (**Figure 5C**). Although semimature DC cell numbers were decreased after systemic IL-17A blockade, regulatory transcriptome expression of the semimature DCs was increased after systemic IL-17A blockade – 1) The proportion of semimature DCs expressing regulatory DC markers of *BDCA-3* (*THBD*) (51) and *DCIR* (*CLEC4A*) (52) was increased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 5C**). 2) The expression of *CD1C* and *CD14*, which are genes of a CD1c^+^ CD14^+^ DC subset that suppresses antigen-specific T-cell responses (53, 54), was increased in posttreatment psoriasis lesional skin semimature DCs compared to pretreatment psoriasis lesional skin semimature DCs (**Figure 5B**, *p* < 0.05).

### IL-17A blockade reduces IL-17-driven inflammatory mediator expression in suprabasal keratinocytes and increases keratinocyte stem cell marker expression in basal keratinocytes in psoriasis lesional skin at single-cell cluster levels

We next studied how systemic IL-17A blockade modified transcriptome of KCs in different layers of epidermis. We segregated KC clusters representing different layers of the epidermis (S. corneum, S. granulosum, S. spinosum, and S. basale) and tested if psoriasis KCs express more IL-17-driven inflammatory mediators than control KCs. The expression of inflammatory mediators induced by IL-17 in keratinocytes (*IL36G*, *S100A8*, *DEFB4A*, and *DEFB4B* (3)) was increased in pretreatment psoriasis lesional skin KCs compared to control skin KCs (**Figure 6A**, *p* < 0.05). After systemic IL-17A blockade, the expression of those inflammatory mediators (*IL36G*, *S100A8*, *DEFB4A*, and *DEFB4B*) was decreased in posttreatment psoriasis lesional skin KCs compared to pretreatment psoriasis lesional skin KCs (**Figure 6A**, *p* < 0.05).

**Figure 6:**
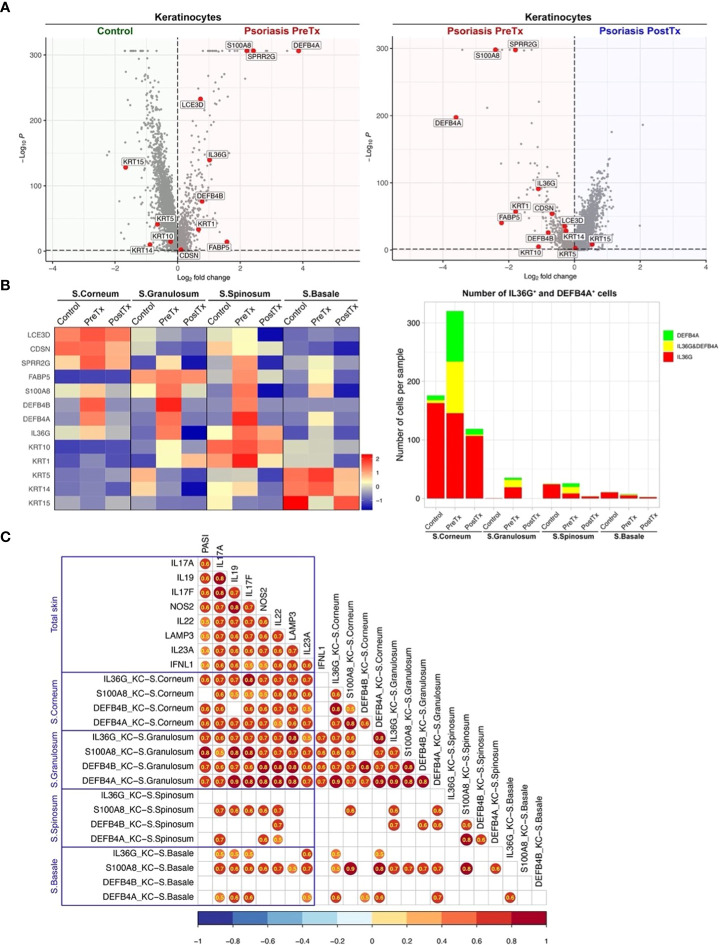
IL-17A blockade reduces IL-17-driven inflammatory mediator expression in suprabasal keratinocytes and increases keratinocyte stem cell marker expression in basal keratinocytes in psoriasis lesional skin at single-cell cluster levels. **(A)** Volcano plots displaying differentially expressed genes between control skin KCs, psoriasis lesional skin KCs before treatment (PreTx), and psoriasis lesional skin KCs after 12 weeks of systemic anti-IL-17A monoclonal antibody (secukinumab) administration (PostTx). **(B)** Heatmap illustrating the average gene expression in KC clusters representing different layers of epidermis (Stratum (S.) corneum, S. granulosum, S. spinosum, and S. basale), split by psoriasis PreTx, psoriasis PostTx, and control skin. Bar graphs displaying *IL36G* ^+^ and *DEFB4A* ^+^ cell numbers in KC clusters, split by control, psoriasis PreTx, and psoriasis PostTx. **(C)** Correlation plots displaying inter-correlations between Psoriasis Area-and-Severity Index (PASI), IL-23/T17 axis gene expression in total skin, and IL-17-driven KC inflammatory mediator expression in different epidermal layers. Circled numbers = correlation coefficients with *p* < 0.05.

When we compared KC transcriptome in different epidermal layers, the expression of IL-17-driven inflammatory mediators (*IL36G*, *S100A8*, *DEFB4A*, and *DEFB4B*) was localized to suprabasal layers (S. corneum, S. granulosum, and S. spinosum) in pretreatment psoriasis lesional skin (**Figure 6B**). A high proportion of *IL36G* expressing KCs co-expressed *DEFB4A* in suprabasal layers (37.7% in S. corneum, 39.9% in S. granulosum and 56.7% in S. spinosum). Reflecting that inflammation in the upper layers of the epidermis determines psoriasis disease severity (erythema, thickness, and scaling components of Psoriasis Area-and-Severity Index (PASI)), KC expression of *IL36G*, *DEFB4A*, and *DEFB4B* in S. corneum and S. granulosum was correlated with PASI (**Figure 6C**, *p* < 0.05). After IL-17A blockade, KC expression of *IL36G*, *S100A8*, *DEFB4A*, and *DEFB4B* in S. corneum and S. granulosum decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 6B** and **Supplementary Table 4**, *p* < 0.05). The number of *IL36G* and/or *DEFB4A* expressing KCs in S. corneum and S. granulosum was decreased by 3 times from pretreatment psoriasis lesional skin to posttreatment psoriasis lesional skin (**Figure 6B**).

In contrast to the inflammatory mediators induced by IL-17, the expression of the KC stem cell marker (*KRT15*) was decreased in pretreatment psoriasis lesional skin KCs compared to control skin KCs (**Figure 6A**, *p* < 0.05). After systemic IL-17A blockade, the expression of *KRT15* was increased in posttreatment psoriasis lesional skin KCs compared to pretreatment psoriasis lesional skin KCs (**Figure 6A**, *p* < 0.05). The expression of *KRT15* in pretreatment psoriasis lesional skin was localized to the basal layer in pretreatment psoriasis lesional skin (**Figure 6B**). After IL-17A blockade, KC expression of *KRT15* in S. basale increased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 6B** and **Supplementary Table 4**, *p* < 0.05).

## Discussion

In this study, we applied multi-omics to human psoriasis skin providing a unique opportunity to compare the transcriptome of total skin (microarray and RT-PCR) and the transcriptome of skin immune cell subsets (scRNA-seq) generated from the same tissues with different techniques. When skin transcriptome changes by systemic IL-17A blockade were compared between total skin and skin immune cell subsets, IL-23/T17 axis cytokine expression was downregulated at both total skin levels and skin immune cell subset levels. The quantity of overall immune cells, including both pathogenic and regulatory subsets, was decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 2A**). 

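Across the T17 axis in total skin, the chemokine CCL20 and the cytokine IL19 fell furthest. Of 17 measured T17 axis cytokines and receptors, 10 were lower at PostTx week 12 (n = 18) than in PreTx (n = 33), 1 was higher and 6 did not pass, with the same counts when adjusted over the list alone. Of the lower genes, CCL20, IL19, IL20 and IL24 are also in the list of IL-17-driven KC mediators, so these lists are not independent. CCL20, which attracts CCR6-positive T-cells and DCs, had a log2 fold change of -5.52 (SE 0.64, adjusted p = 4.7e-10 by limma). IL19, a KC cytokine of the IL-20 family, was at 7.25 ± 3.18 log2 (SD) in PreTx and 2.14 ± 0.03 after treatment, a log2 fold change of -5.11 (SE 0.66, adjusted p = 6.1e-09). IL1B had one of -2.61 (SE 0.43, adjusted p = 1.5e-06). The receptor chain IL17RE was the 1 higher gene (1.49, SE 0.31).
The list's median was -1.44 (camera adjusted p = 2.0e-05, adjusted p = 0.0445 with an estimated correlation). IL22 was at the floor in 17 of 33 PreTx arrays and in all 18 posttreatment arrays, with a log2 fold change of -1.44 (SE 0.50, adjusted p = 0.016). IL17F was at the floor in 20 of 33 PreTx arrays, and its log2 fold change of -0.40 (SE 0.19, adjusted p = 0.094) did not pass. IL23R was close to the floor throughout, with a log2 fold change of 0.00 (adjusted p = 0.54). At PostTx week 24 (n = 9), 8 of the 17 genes were lower than in PreTx and 1 was higher (9 and 1 adjusted over the list alone), with a median of -1.43 (camera adjusted p = 4.2e-05, adjusted p = 0.0497 with an estimated correlation). Between PostTx week 12 and Control (n = 8) limma called none of the 17, and the median was 0.00 (camera adjusted p = 0.938). The call of IL22 was lost with the mean of its probe sets (-0.75, adjusted p = 0.0171) and with RNA quality as a covariate (-1.15, adjusted p = 0.142), the latter added after the data were seen. The other probe set of IL22 had a log2 fold change of -0.051, which lowers that mean by construction.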

Since the IL-23/T17 axis cytokine sources (T-cells, DCs, and KCs) were decreased in the predetermined volume of skin biopsy tissue (6 mm punch), total skin transcriptome of IL-23/T17 axis cytokines (*IL17A* and *IL26* from T-cells, *IL23A*, *IL12B*, and *IL20* from DCs, and *S100A8* and *IL36* from KCs) was decreased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 2B**).

Paired skin immune cell subset transcriptome analyses with scRNA-seq further elucidated which immune cell subsets were expressing the IL-23/T17 axis cytokines and how their transcriptome was affected by systemic IL-17A blockade. For T-cell subsets, our study showed that 1) CD161^+^ T-cell cluster was the major T17 cell cluster, but only 15.0% of CD161^+^ T-cell cluster cells were T17 cells. Single-cell clustering of immune cell subsets presented in this study was consistent with our previous single-cell paper (16), but T-cell clustering evolved as we increased the total number of single-cells for dimension reduction analyses from 23,220 to 40,026 (**Figure 3**). Our new dimension reduction and clustering analyses revealed that the majority of T17 cells in psoriasis skin were contained in the CD161^+^ T-cell cluster consistent with previous CD161^+^ T-cell studies (55) (**Figure 4C**). CD161 is a marker of all human T-cell subsets with the ability to produce IL-17, and it has been reported that IL-17-producing cells exclusively originate from naïve CD161^+^ T-cell precursors (56). In psoriasis, it has been reported that more CD161^+^ T-cells are present in psoriasis lesional skin compared to psoriasis nonlesional skin or normal skin (57, 58), and the greater frequency of CD161^+^ T-cells are present in prepsoriatic skin compared to normal skin, suggesting the role of CD161^+^ T-cells in the initial development of psoriatic lesions (57, 59). 2) CD161^+^ T-cell cluster was the major T-cell subset cluster expressing *CXCL13*, which is a cytokine that represents a particularly T17-specific abnormality and positively associates with psoriasis severity (44–47) (**Figure 4B**). In our single-cell dataset, 70.2% of *CXCL13*-expressing cells was T-cell cluster cells, and 73.2% of *CXCL13*-expressing T-cell cluster cells were CD161^+^ T-cell cluster cells.

For single-cell transcriptome modification of the IL-23/T17 cell axis induced by systemic IL-17A blockade, our study showed that 1) The expression of *IL23A* in dendritic cell subsets in psoriasis skin lesions was downregulated by systemic IL-17A blockade, potentially by blocking the entire feed-forward inflammatory amplification loop between T-cells, DCs, and KCs (**Figure 5A**), 2) Systemic IL-17A blockade removed 100% of *IL17A*-expressing T-cells. Although anti-IL-17A monoclonal antibody does not directly target IL-17F, systemic IL-17A blockade also removed 95% of *IL17F*-expressing T-cells in psoriasis skin, potentially mediated by IL-23 reduction in dendritic cells (**Figure 4C**). 2) The expression of IL-17-driven inflammatory mediators (*IL36G*, *S100A8*, *DEFB4A*, and *DEFB4B*) in KCs was localized to suprabasal KCs (**Figure 6B**). The expression of those IL-17-driven inflammatory mediators in suprabasal KCs was correlated with psoriasis severity (**Figure 6C**) and was downregulated by systemic IL-17A blockade (**Figure 6B**).

Mapping regulatory DC transcriptome is challenging because a master regulator of regulatory DCs is not identified. All regulatory DC markers of *BDCA-3* (*THBD*) (51), *DCIR* (*CLEC4A*) (52), *LILRB1* (60), *LILRB2* (*ILT4*) (61), *LILRB4* (*ILT3*) (61) and combination of *CD1C* and *CD14* (53, 54) are surface markers that are not specific for DCs. Since the markers are expressed in other skin cells, total skin transcriptome changes of those markers did not represent transcriptome changes of regulatory DCs (**Figure 2B**). Instead, skin immune cell subset transcriptome analyses of the semimature DC cluster, which we previously reported as regulatory DCs in psoriasis skin (16), showed regulatory transcriptome promotion by systemic IL-17A blockade in regulatory DCs – 1) The proportion of semimature DCs expressing regulatory DC markers of *BDCA-3* (*THBD*) (51) and *DCIR* (*CLEC4A*) (52) was increased in posttreatment psoriasis lesional skin compared to pretreatment psoriasis lesional skin (**Figure 5C**). 

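In total skin, none of the 8 regulatory DC markers measured was called higher after treatment, and LILRB4 was not measured. THBD, which encodes thrombomodulin (BDCA-3), was at 13.14 ± 0.42 log2 (SD, n = 33) in PreTx and 12.41 ± 0.67 (SD, n = 18) at PostTx week 12, and CLEC4A (DCIR), an inhibitory lectin receptor, was at 9.85 ± 0.57 and 9.34 ± 0.87. CD1C, a lipid-presenting molecule of DCs, was at 11.06 ± 0.88 and 11.33 ± 0.80, and CD14, a receptor for bacterial lipopolysaccharide, at 10.24 ± 0.78 and 10.47 ± 0.94.
The log2 fold change was -0.73 for THBD (SE 0.15, adjusted p = 8.2e-05 by limma) and -0.52 for CLEC4A (SE 0.19, adjusted p = 0.024), both under a fold change of 2, with 13 and 14 of 18 arrays below the PreTx mean. It was 0.27 for CD1C (SE 0.23, adjusted p = 0.40) and 0.23 for CD14 (SE 0.23, adjusted p = 0.48). The inhibitory receptors LILRB1 and LILRB2 had log2 fold changes of -0.26 (SE 0.14, adjusted p = 0.15) and -0.37 (SE 0.23, adjusted p = 0.21). Of the 8 measured markers none was called in either direction by limma (0 adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.240). A dimmer probe set of THBD had a log2 fold change of -1.35 (adjusted p = 6.8e-05 over probe sets). Total skin also holds thrombomodulin of KCs and endothelial cells and CD14 of macrophages, so these values are not those of DCs alone.

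**Figure D6:**
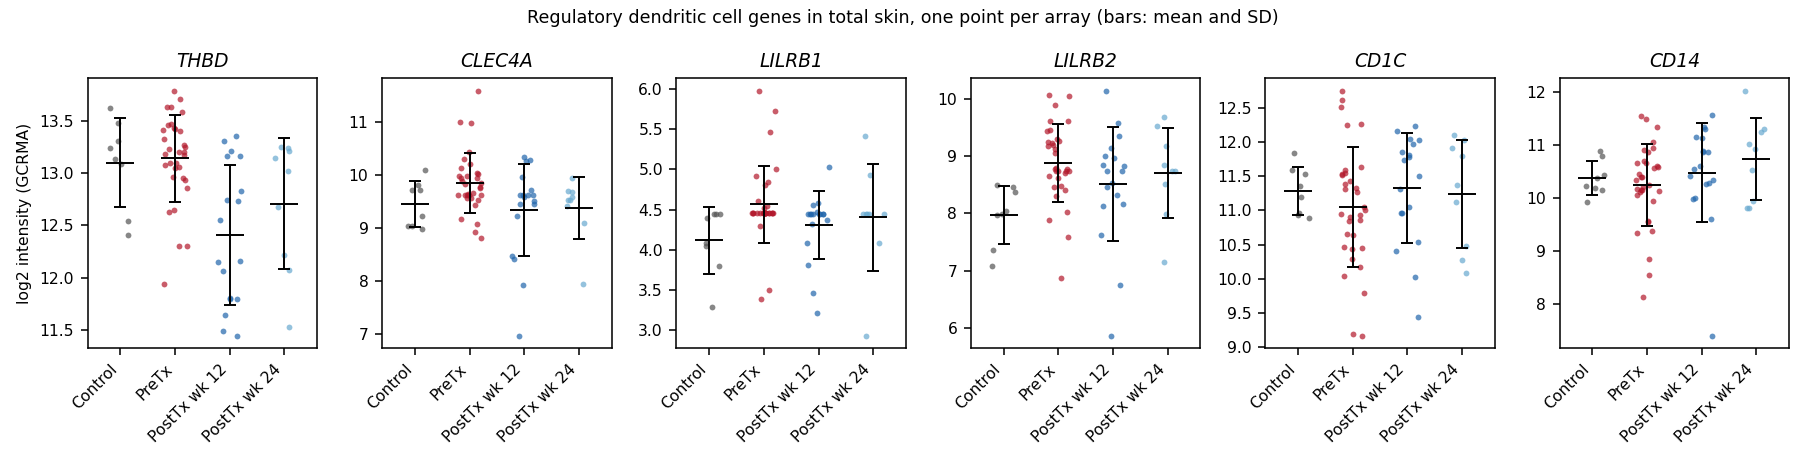
Log2 expression of THBD, CLEC4A, LILRB1, LILRB2, CD1C and CD14, 1 panel per gene with its own scale and 1 point per array, in Control (n = 8), PreTx (n = 33), PostTx week 12 (n = 18) and PostTx week 24 (n = 9), with bars at the mean ± SD. THBD has means of 13.14 in PreTx and 12.41 at PostTx week 12.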

2) The expression of *CD1C* and *CD14* [markers of CD1c^+^ CD14^+^ DC subset that suppresses antigen-specific T-cell responses (53, 54)] was increased in posttreatment psoriasis lesional skin semimature DCs compared to pretreatment psoriasis lesional skin semimature DCs (**Figure 5B**, *p* < 0.05).

Clinically, when moderate-to-severe psoriasis patients were treated with systemic anti-IL-17A monoclonal antibody (secukinumab) administration for 52 weeks and then stopped the treatment, 16.0% of them maintained response after treatment withdrawal over the next 52 weeks without need for retreatment (12, 13). Our study may explain how those patients restored immune tolerance to psoriasis autoantigens that may have prevented recurrence of psoriasis off the treatment. In addition to the co-modulation of IL-17A and IL-17F by direct and indirect effects on T-cells including IL-23 reduction in dendritic cells, systemic IL-17A blockade may have effectively modified regulatory transcriptome of regulatory DCs (**Figures 5B**, **6C**) in those patients.

Our study has limitations: 1) Our single-cell analysis approach relied on immune cell emigration from the skin biopsies in culture. Whilst this is a recognized approach to isolate immune cells from the skin (16), some skin resident immune cells may not be migratory and may have been excluded in the immune cell subset analyses. 2) The unique challenges of scRNA-seq data analysis, including the sparsity of the scRNA-seq dataset and the dropout of lowly expressed genes, are widely acknowledged (62–67). In particular, differentially expressed gene analyses of scRNA-seq data are biased towards highly expressed genes (68), while the target genes investigated in the study (T17 axis cytokines) are lowly expressed genes in specific T-cell or DC subsets (16). To maximize the recovery of differentially expressed genes, we used a Wilcoxon rank sum test at total immune cell (T-cell, DC, or KC) levels and a spatial autocorrelation analysis (24, 25) at immune cell subset levels. However, we observed the discrepancies of IL23R status between the average expression visualized in the heatmap (**Figure 4B**) and the spatial autocorrelation test results (**Supplementary Table 3**) in Treg cluster analyses. The average expression of IL23R was higher in posttreatment Tregs compared to pretreatment Tregs (**Figure 4B**) but the difference was not statistically significant in the spatial autocorrelation test. 3) The transcriptome analyses were not validated by functional studies at protein levels. 4) Different body sites can harbor different microbes and may have different immune cell compositions, but the location of skin biopsies was not matched between comparison groups (Skin biopsy location of each sample is listed in **Supplementary Table 1**).

## Conclusion

Our study provides an early demonstration that systemic anti-IL-17A monoclonal antibody administration blocks the entire IL-23/T17 cell axis depleting or modulating 100% of *IL17A* ^+^ T17 cells and 95% of *IL17F* ^+^ T17 cells at single-cell levels (**Supplementary Figure 3**). In addition, systemic anti-IL-17A monoclonal antibody administration promotes regulatory DCs, while strongly downregulating the expression of *IL23A* in dendritic cells in psoriasis skin lesions. Thus, we hypothesize that a monoclonal blockade of pathogenic T-cells, such as an IL-17A blockade or an IL-23p19 blockade, may induce expansion of regulatory immune cells subsets or expression of cytokines involved in skin homeostasis (9, 10, 69). To further test the hypothesis, we are currently conducting a clinical trial of short-term anti-IL-23p19 monoclonal antibody administration to induce long-term disease remission that incorporates scRNA-seq analyses of human skin before/after the monoclonal antibody administration (NCT04630652). We are hoping to better understand the regulatory immune cell promotion by blocking the IL-23/T17 cell axis and develop personalized medicine approaches to cure psoriasis without recurrence.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE183047 and GSE226244 (GEO).

## Ethics statement

The study protocol and informed consent were approved by the Institutional Review Board of the Rockefeller University, New York, NY, USA. The study was conducted in accordance with Good Clinical Practice and the Declaration of Helsinki, and all subjects provided written informed consent before entering the study. The studies were conducted in accordance with the local legislation and institutional requirements. The participants provided their written informed consent to participate in this study.

## Author contributions

All the authors have made substantial contributions to the acquisition, analysis, or interpretation of the data. In addition, all the authors have contributed to the drafting or editing of the manuscript and gave their approval for the version submitted. JK and JGK designed the clinical trial, experiments, and laboratory protocols. JK, NK, IC, KK, and VC contributed to patient consent and care. JL and XL conducted single-cell and microarray studies. DR conducted immunohistochemistry studies. JK, YK, SG, WZ, JC, and JGK interpreted the data. JK and JGK verified all the underlying data. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Multi-omics segregate different transcriptomic impacts of anti-IL-17A blockade on type 17 T-cells and regulatory immune cells in psoriasis skin
**Source:** Front Immunol. 2023 Sep 12;14:1250504. doi: 10.3389/fimmu.2023.1250504
**Supplement:** Supplementary file 5

**Supplemental Table 2. Primers used for RT-PCR**

| **Gene Symbol(s)** | **Gene Name(s)** | **Assay ID** |
| --- | --- | --- |
| RPLP0 | ribosomal protein lateral stalk subunit P0 | Hs00420895_gH |
| NOS2 | nitric oxide synthase 2 | Hs01075529_m1 |
| IL17A | interleukin 17A | Hs00174383_m1 |
| IFNG | interferon gamma | Hs00989291_m1 |
| CD274 | CD274 molecule | Hs01125301_m1 |
| CTLA4 | cytotoxic T-lymphocyte associated protein 4 | Hs03044418_m1 |
| FOXP3 | forkhead box P3 | Hs01085834_m1 |
| IDO1 | indoleamine 2,3-dioxygenase 1 | Hs00984148_m1 |
| LAMP3 | lysosomal associated membrane protein 3 | Hs00180880_m1 |
| KRT16 | keratin 16 | Hs00955082_g1 |
| IL12B | interleukin 12B | Hs01011518_m1 |
| IL19 | interleukin 19 | Hs00604657_m1 |
| IL20 | interleukin 20 | Hs00218888_m1 |
| IL23A | interleukin 23 subunit alpha | Hs00900828_g1 |
| IL24 | interleukin 24 | Hs01114274_m1 |
| IL26 | interleukin 26 | Hs00218189_m1 |
| CD69 | CD69 molecule | Hs00934033_m1 |
| FLG | filaggrin | Hs00856927_g1 |
| IL23R | interleukin 23 receptor | Hs00332759_m1 |
| IL36G | interleukin 36, gamma | Hs00219742_m1 |
| ITGAX | integrin subunit alpha X | Hs00174217_m1 |
| S100A8 | S100 calcium binding protein A8 | Hs00374264_g1 |
| IL34 | interleukin 34 | Hs01050926_m1 |
| IL37 | interleukin 37 | Hs00367201_m1 |
| IL36RN | interleukin 36 receptor antagonist | Hs01104220_g1 |
| CD1C | CD1c molecule | Hs00233509_m1 |
| KRT15 | keratin 15 | Hs00951967_g1 |
| GZMK | granzyme K | Hs00157878_m1 |
| ITGAE | integrin subunit alpha E | Hs01025372_m1 |
| LILRB1 | leukocyte immunoglobulin like receptor B1 | Hs04401227_g1 |
| LILRB2 | leukocyte immunoglobulin like receptor B2 | Hs01629548_s1 |
| NKG7 | natural killer cell granule protein 7 | Hs01120688_g1 |

How the deposited data were processed for this re-analysis (not part of the article)

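Whole skin biopsies were measured on 69 Affymetrix expression arrays, 33 of PreTx psoriasis lesional skin, 18 of PostTx week 12, 9 of PostTx week 24, 1 taken after the drug was stopped and 8 of Control skin. Of the Control arrays, 2 belonged to this series and 6 to an earlier one. The authors deposited log2 expression values, computed with GCRMA and quantile normalization, and the submitters' processing notes also name GCRMA. Its version and any further adjustment between series are not given in the sources used here. The values run from 0.120 to 19.9, with a floor of 2.08 that 9340 probe sets take in every array. Values were counted as lying at the floor within 1e-06. The floor is not the lowest value of every array: 3271 to 4528 probe sets lay below it in the 6 Control arrays of the earlier series, 64 to 66 in the 2 of this series and 286 to 607 in PreTx arrays. Values above 16 occurred in the Control arrays of the earlier series and in none of the 2 of this series. Control values at and below the floor are therefore not on the same footing as those of the other groups.

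Of 54675 probe sets, 41097 carry 1 gene symbol in the platform annotation, 1801 several and 11777 none. No gene was named from a probe set with several symbols. By their gene identifiers, 41043 probe sets were matched to current symbols, and 0 symbols changed. Before anything was computed per gene, 59 probe sets of genes that differ between the sexes were left out. A gene with more than 1 probe set (10511 of 19740 genes) was read from the one with the highest mean over arrays. No dim gene was left out, and 2665 genes lay at the floor in every array.

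The 68 arrays of Control, PreTx, PostTx week 12 and PostTx week 24 were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The residual degrees of freedom were 64 and the prior ones 0.446, so the tests rest mainly on each gene's own spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over 19740 genes and a fold change above 2. The study used linear mixed-effects models, whose random term the paper's text does not name. A patient term could not be fitted here, because the labels do not tie arrays to patients. Gene lists fixed in advance, 34 of 36 with the genes of the paper left aside, were tested with camera at a preset correlation of 0.01, Benjamini-Hochberg adjusted over the lists, and again with the correlation estimated from the data. Within PreTx, 21 pairs of IL-23/T17 axis genes were correlated (Pearson and Spearman, permutation tests of 100000 resamples, two-sided) with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9, and array weights used statmod 1.5.0.

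The genes named were drawn from a set fixed by rule, and apart from those of Figure 2B not every gene of the set is printed. The set holds the genes of Figure 2B and the other genes the paper names, the 10 highest and 10 lowest called log2 fold changes of PostTx week 12 against PreTx and of PreTx against Control, and for each list named in the text up to 4 genes with the smallest adjusted p. All 29 genes of Figure 2B were measured, and 32 of 36 other genes of the paper. Which genes of the set are printed, and a few further members of lists, were chosen after their values were seen.

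Arrays hold no read depth, so the medians of the arrays and the number of probe sets at the floor describe how much signal each had, and the number of arrays limits the precision. RNA quality was taken as the mean of the 3-prime minus 5-prime log2 differences of the GAPDH and ACTB control probe sets, and groups were compared by permutation tests, exact where all splits could be listed. The tests were checked on simulated data with the real arrays' spread. For PostTx week 12 against PreTx, 200 of 19740 genes were changed, and 95% of those with a log2 fold change of 1.50 and 99% of those with 2.50 were called, with at most 1 unchanged gene called. For PreTx against Control the shares were 93% and 96.5%, and for PostTx week 12 against Control 87% and 97%. In a simulation of 34 lists camera found the 1 shifted list and 0 others. This does not show that the preset correlation of 0.01 suits the real lists. Between PostTx week 12 and PreTx, 19 of those passed with the preset and 4 with an estimated correlation.

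The alternatives were all posttreatment arrays as one group, the mean of a gene's probe sets, probe sets not collapsed to genes, probe sets that can bind several transcripts left out, dim genes left out, another floor, trend and robust settings of eBayes, only the compared groups in the fit, array weights, other normalizations, adjusted p alone, and each series of Control arrays alone. RNA quality as a covariate, arrays within the RNA quality range of PreTx, genes at the floor in every array left out, the Control arrays of this series averaged to 1 and a list without TCN1 were added after the data were seen. The array taken after the drug was stopped is used only where all 28 posttreatment arrays form one group. The RT-PCR, immunohistochemistry and single-cell data were not analysed here.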

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

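The tests with RNA quality as a covariate or as a range, the tests against skin-resident markers and those of the Control arrays of both series were chosen only after the results were seen, and so was the allowance for the spread of a value that lies near a bound.

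In groups of 8 or 9 arrays, the gap between the outermost array and its neighbour, divided by the range of the group, was large in 13 of 49 gene and group combinations. Chance gives this in about 1 in 20 groups where values do not tie, and 9 of the 13 were in PostTx week 24 and 4 in Control. In PostTx week 24, 1 array stood above the others for IL12B (ratio 0.730), IDO1 (0.932), IFNG (0.992), IL26 (0.599), IL24 (0.783) and FOXP3 (0.984), and 1 array stood below for FLG (0.574), IL19 (0.581) and IL36RN (0.537). In Control, 1 array stood above for IL24 (0.745) and IL23R (0.765), and 1 stood below for IL19 (0.658) and ITGAE (0.581). In 6 of the 13, at least 5 of the other arrays lay at the floor (IL12B, IDO1, IFNG and IL26 in PostTx week 24, IL24 and IL23R in Control). Such ties raise the ratio, so the rate of 1 in 20 does not apply to them. Others span a narrow range, such as IL19 in PostTx week 24 (0.0446 on the log2 scale).

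In gene lists that the paper does not discuss, proliferation and interferon genes fell between PreTx and PostTx week 12. Of 24 cell cycle genes, 16 were lower (16 adjusted over the list alone), with a median log2 fold change of -1.41 (camera adjusted p = 7.8e-17, adjusted p = 0.0826 with an estimated correlation), including MKI67 (-3.52), BUB1 (-3.40) and RRM2 (-1.55). Of 22 type I interferon response genes, 18 were lower (18 adjusted over the list alone), with a median of -1.63 (camera adjusted p = 4.8e-16, adjusted p = 0.0813 with an estimated correlation), including OASL (-5.49), OAS2 (-3.15) and IFI6 (-3.11). Of 7 neutrophil markers, 4 were lower (4 adjusted over the list alone), with a median of -1.54 (adjusted p = 0.0800 with an estimated correlation). Heat shock and stress genes had a median of -0.23, with 1 of 12 higher, FOS, an immediate early gene, and none lower (adjusted p = 0.321 with an estimated correlation).

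Some lists of resident and appendage cells rose at the preset correlation, and none of them passed with an estimated one. Others did not pass at the preset either: hair follicle genes (median 1.32, 2 of 10 higher, 1 adjusted over the list alone, camera adjusted p = 0.349), sebaceous gland genes (median 0.49, 4 of 13 higher and 1 lower, the same adjusted over the list alone, camera adjusted p = 0.471), melanocyte markers (0.276) and adipocyte genes (0.107). Mast cell markers had a median of 0.92 with 3 of 6 higher, including HPGDS (2.56) and HDC (1.51), enzymes of prostaglandin D and histamine synthesis (adjusted p = 0.197 with an estimated correlation). Endothelial markers had a median of 0.55 with 3 of 9 higher, including ACKR1 (1.16) and CLDN5 (1.08), which lost their calls with RNA quality as a covariate (0.93 and 0.77), and adjusted p = 0.165 with an estimated correlation. Fibroblast and matrix genes had a median of 0.36 with 2 of 11 higher, ELN (2.38) and MFAP5 (1.35), both of elastic fibres (adjusted p = 0.244 with an estimated correlation). Sweat gland genes had a median of 1.19 with 5 of 9 higher, including KRT19 (2.00) and KRT77 (1.40), and adjusted p = 0.321 with an estimated correlation. PIP (1.09, adjusted p = 0.0590) and SCGB1D2 (1.02, adjusted p = 0.107) lost their calls with RNA quality as a covariate. Muscle genes had a median of 0.69 with 4 of 9 higher, including MB (2.17) and CNN1 (1.53), and adjusted p = 0.244 with an estimated correlation, and ACTG2 lost its call with the mean of its probe sets (0.60). Wnt and developmental genes had a median of 0.53 with 4 of 13 higher, including BTC and WIF1, and adjusted p = 0.0892 with an estimated correlation. The counts of the lists that passed were the same when adjusted over the list alone, except that 1 endothelial marker was then also lower.

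Between PostTx week 12 and Control, 4 lists differed at the preset correlation and none with an estimated one. Sebaceous gland genes had a median of -2.97 with 10 of 13 lower (12 adjusted over the list alone, adjusted p = 0.170 with an estimated correlation). Hair follicle genes had a median of -3.29 with 2 of 10 lower (2 adjusted over the list alone, adjusted p = 0.795 with an estimated correlation). Lipid synthesis genes had a median of -0.52 with 3 of 16 lower (4 adjusted over the list alone, adjusted p = 0.170 with an estimated correlation). Type I interferon response genes had a median of 0.92 with 8 of 22 higher (9 adjusted over the list alone), including XAF1 (2.04) and ISG15 (2.07), and adjusted p = 0.795 with an estimated correlation.

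The first pattern weighed is RNA quality, which was lower at PostTx week 12 than in PreTx while 1362 genes were higher and 729 lower. With RNA quality as a covariate, 524 of the 729 lower genes, or 71.9% (jackknife SE 10.1), were still called, which argues against RNA quality as the whole cause of the falls. Of the 1362 higher genes, 722 were still called, or 53.0% (jackknife SE 12.6), within that spread of the bound set for the test. RNA quality and a response to treatment therefore cannot be told apart for the higher genes as a set. Among arrays within the RNA quality range of PreTx, 560 of the lower (76.8%) and 916 of the higher genes (67.3%) were called.

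The second pattern is the rise of IL34, IL37 and KRT15 at PostTx week 12. With RNA quality as a covariate their log2 fold changes were 2.47 (SE 0.43), 2.36 (SE 0.65) and 0.67 (SE 0.22), each with a limma adjusted p under 0.05, which argues against RNA quality as the whole cause. A smaller share of leukocytes could raise all skin-resident transcripts, and the mean of 35 fibroblast, endothelial, melanocyte and basal KC markers was higher by 0.461. Relative to that mean, IL34 was still higher by 2.63 (permutation p = 1e-05, the smallest that 100000 resamples can give). IL37 was higher by 2.25 (permutation p = 5.2e-04), and both values argue against this explanation. KRT15 was higher by 0.35 (permutation p = 0.106), which neither shows nor excludes it. In its single-cell data the paper reports higher KRT15 in basal KCs after treatment, so for KRT15 a change within KCs also stays open. A response of the cells that make IL34 and IL37 is a hypothesis that stays open, as does a binding of other transcripts to their probe sets.

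The third pattern concerns Control, in which the 2 arrays of this series and the 6 of the earlier one had nearly the same mean at each probe set. The median absolute difference was 0.0121, smaller than the 0.0598 to 0.138 of the other splits (1 of 28 splits as small), as an adjustment of one series to the other before deposit would give. In PreTx, sebaceous gland genes were lower than in Control by a median of -4.65 (11 of 13 lower, 11 adjusted over the list alone, adjusted p = 0.0516 with an estimated correlation) and hair follicle genes by -3.88 (7 of 10 lower, 8 adjusted over the list alone, adjusted p = 0.137 with an estimated correlation). Both lists together had a median of -4.51, and -4.87 with only the Control arrays of this series, but series with nearly the same means must give nearly the same value, so that adjustment and a difference of the skin cannot be told apart. Varying shares of pilosebaceous units in the biopsies may also contribute: within PreTx the means of both lists had r = 0.454 (SE 0.143, permutation p = 0.00745, rho = 0.402 with permutation p = 0.0204, n = 33), which falls short of the bound set by less than its spread, and r = 0.214 without the 2 arrays farthest from the median, so the relation rests on those arrays, and site of biopsy and disease stay open.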

How the results depend on the processing

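RNA quality as a covariate, the limit to arrays within its PreTx range and a list without TCN1 were chosen only after the data were seen. No paired analysis was possible because the labels do not tie arrays to patients, and the paper's Supplementary Table 1, said to describe the samples, holds no samples in the copy used here.

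The 2091 genes called between PostTx week 12 and PreTx stayed within 1.5 times of that count in most settings, such as 2067 with all 28 posttreatment arrays, 1425 with the covariate and 1697 within the range. With the mean of a gene's probe sets, 870 were higher and 716 lower. Counts of genes for PostTx week 12 against PreTx, PreTx against Control, PostTx week 12 against Control and PostTx week 24 against PreTx were 5309 (2541 higher, 2768 lower), 4860, 2729 and 5289 with probe sets not collapsed (more features tested), 864, 916, 321 and 976 without dim genes (fewer genes tested), and 7752, 5018, 2665 and 5700 with adjusted p alone (no fold change threshold). The comparison of PostTx week 12 with Control (879) moved most. It gave 453 genes with only the compared groups in the fit, 13 with the Control arrays of this series, 550 with those of the earlier series, 135 with the covariate (34 higher, 101 lower) and 338 within the range (145 higher, 193 lower), against 559 higher and 320 lower. PreTx against Control (1985) gave 243 with the Control arrays of this series (124 higher, 119 lower), and 78 of 186 named genes lost their calls there. Fewer arrays explain part of the counts by series by construction, and the cause of the others was not tested. Between PostTx weeks 24 and 12, array weights gave 9 genes where no other setting gave any, and the cause was not tested.

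Lists past camera went from 19 to 4 for PostTx week 12 against PreTx (also 4 without TCN1 in its list), from 23 to 7 for PreTx against Control and from 4 to 0 for PostTx week 12 against Control with an estimated correlation, which was above the preset for every list in the first comparison. With the covariate, 10 lists passed in the last comparison (the cause was not tested). Of 21 correlations, 1 passed by Pearson's r and 0 did without the 2 farthest arrays. FADS2, a desaturase, turned from lower to 0.0306 in PreTx against Control when probe sets that can bind several transcripts were left out, since another probe set was then read.

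For single genes of PostTx week 12 against PreTx, 2444 results kept their direction and side of the threshold, 57 lost the call, 63 gained it and 0 turned. For PreTx against Control these were 2502, 115, 52 and 1, and for PostTx week 12 against Control 909, 17, 8 and 0. Values at the floor limit what can be seen of weakly expressed cytokines.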

Differences from the paper's values

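No test in this part was chosen after the results were seen, apart from the unadjusted p. The number of psoriasis lesional arrays (61) and of Control arrays (8) matches the paper's.

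The paper displays 29 genes in Figure 2B as past a fold change of 2 and its p threshold between PreTx and PostTx. Its methods and the legend of Figure 2 define posttreatment as after 12 weeks of injections. The arrays that entered Figure 2B are not listed, so the groups compared here may differ from the paper's. Here, with PostTx week 12, 17 of the 29 passed both thresholds, 15 lower and 2 higher after treatment, and 12 did not. Of the genes that the text names from this figure, IL17A, IL26, IL12B, IL20, IL24, CTLA4, LAMP3, CD274, IDO1, S100A8, IL36G, IL34 and IL37 passed, and 4 did not. These 4 were ITGAE (log2 fold change -0.18, adjusted p = 0.028), FOXP3 (-0.22, adjusted p = 0.040), IL23A (-0.53, adjusted p = 0.0032) and KRT15 (0.81, adjusted p = 4.2e-04), which changed in the paper's direction at the adjusted p but under a fold change of 2. CD69 was alike (-0.57, adjusted p = 0.038). With adjusted p alone, set before the data were examined, these 5 genes were called, and no probe set of ITGAE, FOXP3, IL23A or KRT15 passed the fold change.

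GZMK had a fold change of 2.04 but an adjusted p of 0.089. It was called with all 28 posttreatment arrays as one group (log2 fold change -1.10, adjusted p = 0.0318) and with each array centred on its median (-1.10, adjusted p = 0.0427), both set before the data were examined. The legend of Figure 2B does not say whether its p is adjusted. With an unadjusted p under 0.05 and a fold change above 2, chosen after the results were seen, 18 of the 29 genes passed, GZMK (p = 0.0389) being the 1 gained. FLG (0.27) passed the unadjusted p (p = 0.0327) but neither the adjusted p nor the fold change. IFNG (-0.30), LILRB1 (-0.26), LILRB2 (-0.37), NKG7 (-0.31) and IL23R (0.00) passed neither p nor the fold change. No setting tried for this comparison called these 6 genes. The paper's linear mixed-effects models could not be repeated here, so whether a patient term would change these calls was not tested.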

Other observations

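The tests of T-cell transcripts relative to T-cell markers were chosen only after the results were seen, and so were those with RNA quality as a covariate, the splits within other settings and the reading of CTLA4, FOXP3 and ITGAE as open.

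Interferon gamma signalling genes also fell in posttreatment skin. Of 12 interferon gamma response chemokines and related genes, 7 were lower at PostTx week 12 than in PreTx and none was higher (7 adjusted over the list alone), with a median log2 fold change of -1.10 (camera adjusted p = 2.5e-05, adjusted p = 0.194 with an estimated correlation). CXCL10, a chemokine for CXCR3-positive T-cells, had a log2 fold change of -3.28, the transcription factor IRF1 one of -1.67 and the guanylate-binding protein GBP5 one of -1.17, while IFNG itself lay close to the floor. CXCL13, a B-cell chemokine, fell by 5.34 (SE 0.61, adjusted p = 3.4e-10). Markers of Langerhans cells, the epidermal antigen-presenting cells, included CD207 (langerin, 1.27, adjusted p = 0.0015) and EPCAM (1.67) among 8 genes, and these 2 were higher (2 adjusted over the list alone, camera adjusted p = 0.108). CD207 lost its call with RNA quality as a covariate (0.87, adjusted p = 0.0828). Of 6 melanocyte markers, SOX10 (adjusted p = 5.1e-09), a neural crest transcription factor, was higher (1 adjusted over the list alone), and no marker was lower (camera adjusted p = 0.276). Of 8 adipocyte genes, 4 were higher (4 adjusted over the list alone), such as the lipase LPL (2.22), with a median of 1.65 (camera adjusted p = 0.107). With RNA quality as a covariate, CIDEC (1.36, adjusted p = 0.144) and PLIN4 (1.80, adjusted p = 0.149) lost their calls. No gene of 10 macrophage and monocyte markers passed in either direction (0 adjusted over the list alone, camera adjusted p = 0.755).

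At PostTx week 24 (n = 9), 2235 genes differed from PreTx, 1546 higher and 689 lower. KC mediators driven by IL-17 were again lower, with 19 of 24 called (20 adjusted over the list alone), a median of -3.30, a camera adjusted p of 3.6e-21 and an adjusted p = 0.0108 with an estimated correlation. IL26 had a log2 fold change of -3.98 (SE 0.53), CD274 of -3.68 (SE 0.55), IL34 of 3.01 (SE 0.50) and IL37 of 3.17 (SE 0.72) at this time, all past a limma adjusted p of 0.05. Between PostTx weeks 24 and 12, limma called 0 genes, with 745 at an unadjusted p under 0.05.

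Other splits of the same arrays into groups of the same sizes show where chance can be excluded. For PostTx week 12 against PreTx, 1 of 100 splits, the real one, gave as many called genes (2091, highest other 262), and chance can be excluded. The same holds for PreTx against Control (1 of 100, with 1985 and highest other 303), for PostTx week 24 against PreTx (1 of 100, with 2235 and highest other 79) and for PostTx week 12 against Control (1 of 100, with 879 and highest other 662). For PostTx week 24 against week 12, the real split called 0 genes, so that 100 of 100 splits necessarily gave at least as many (highest other 915), and the splits say nothing about chance there. The count for PostTx week 12 against Control depends on the setting, and the splits were repeated within 4 of the settings. The real groups called 453 genes with only these groups in the fit (1 of 100 as many, highest other 72), 338 within the RNA quality range of PreTx (1 of 100, highest other 39), 550 with the Control arrays of the earlier series (2 of 100, highest other 768) and 135 with RNA quality as a covariate (2 of 100, highest other 150). If the Control arrays are independent, chance was excluded at a share under 0.05 in each, although 1 other split called more in the last 2. The setting with only the 2 Control arrays of this series (13 genes) was not split. In the settings tried for PostTx week 12 against PreTx and for PreTx against Control, 1 of 100 splits, the real one, gave as many (highest other 410 and 670). Of the splits for PostTx week 24 against week 12, 36 called genes, up to 915, which points to a structure of the samples. Over the other splits of these posttreatment arrays, the number of called genes and the difference in RNA quality had rho = 0.323. For the other comparisons rho was 0.190 (PostTx week 12 against PreTx), -0.0349 (PreTx against Control), 0.0604 (PostTx week 12 against Control) and 0.135 (PostTx week 24 against PreTx), with most splits calling no gene. The second principal component (13.0% of the variance) had a correlation of 0.669 with RNA quality within PreTx and of 0.647 within PostTx week 12. The first (29.2% of the variance), on which PreTx had a mean of 49.4 and PostTx week 12 one of -44.2, had a correlation of -0.271 with RNA quality within PreTx, -0.674 within PostTx week 12 and -0.515 within PostTx week 24.

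A hypothesis is that T-cell transcripts fell only because T-cells were fewer. The mean of 14 T-cell markers was lower by -1.18 at PostTx week 12 than in PreTx. Relative to that mean, IL26 changed by a further -2.67 (permutation p = 1e-05, the smallest that 100000 resamples can give). For this gene that argues against an equal loss of all T-cells as the whole cause. The mean does not separate T-cell types, so a greater loss of the T-cells that make IL26 stays open. CTLA4 changed by a further -3.26 (permutation p = 1e-05) with its brightest probe set, but by a further -0.32 (permutation p = 0.332) with the next, which at a PreTx mean of 3.90 has little room above the floor, so for CTLA4 both stay open. For IL17A the further change was -0.48 (permutation p = 0.350), so that fewer T-cells alone could give its fall, and its floor limits this test. FOXP3 and ITGAE fell less than the markers, by 0.96 (permutation p = 1.5e-04) and 1.00 (permutation p = 1.7e-04) relative to them. FOXP3 lies near the floor, ITGAE is also made by cells other than T-cells, and the markers share 1 mean over T-cell types, so for these genes fewer T-cells cannot be told apart from other changes.

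Within PreTx (n = 33), 21 pairs of IL-23/T17 axis genes were correlated, since IFNL1 lay at the floor in all PreTx arrays and was left out. One pair passed after adjustment by Pearson's r, IL19 with LAMP3 (r = 0.503, permutation p = 0.00143, adjusted p = 0.0300, rho = 0.390, adjusted p = 0.0736). Without the 2 arrays farthest from the median of IL19, r was 0.430 (permutation p = 0.0146, adjusted p = 0.127), and the call was lost. The adjusted p also depends on the number of arrays and on the other pairs, so whether the call rests on those arrays cannot be told. IL17A with LAMP3 had r = 0.444 (adjusted p = 0.0671) and rho = 0.612 (permutation p = 2.7e-04, adjusted p = 0.00567), and without the 2 arrays farthest from the median of IL17A rho = 0.574 (adjusted p = 0.0193). By Spearman's rho this was the 1 pair that passed, and with the mean of a gene's probe sets 5 pairs did: IL17A with LAMP3 (adjusted p = 0.00504) and IL23A (0.0268), IL19 with IL22 (0.0426) and IL23A (0.0360), and LAMP3 with IL23A (0.0360).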
